# Transcriptomes of *Frankia *sp. strain CcI3 in growth transitions

**DOI:** 10.1186/1471-2180-11-192

**Published:** 2011-08-25

**Authors:** Derek M Bickhart, David R Benson

## Abstract

**Background:**

*Frankia *sp. strains are actinobacteria that form N_2_-fixing root nodules on angiosperms. Several reference genome sequences are available enabling transcriptome studies in *Frankia *sp. Genomes from *Frankia *sp. strains differ markedly in size, a consequence proposed to be associated with a high number of indigenous transposases, more than 200 of which are found in *Frankia *sp. strain CcI3 used in this study. Because *Frankia *exhibits a high degree of cell heterogeneity as a consequence of its mycelial growth pattern, its transcriptome is likely to be quite sensitive to culture age. This study focuses on the behavior of the *Frankia *sp. strain CcI3 transcriptome as a function of nitrogen source and culture age.

**Results:**

To study global transcription in *Frankia *sp. CcI3 grown under different conditions, complete transcriptomes were determined using high throughput RNA deep sequencing. Samples varied by time (five days vs. three days) and by culture conditions (NH_4_^+ ^added vs. N_2 _fixing). Assembly of millions of reads revealed more diversity of gene expression between five-day and three-day old cultures than between three day old cultures differing in nitrogen sources. Heat map analysis organized genes into groups that were expressed or repressed under the various conditions compared to median expression values. Twenty-one SNPs common to all three transcriptome samples were detected indicating culture heterogeneity in this slow-growing organism. Significantly higher expression of transposase ORFs was found in the five-day and N_2_-fixing cultures, suggesting that N starvation and culture aging provide conditions for on-going genome modification. Transposases have previously been proposed to participate in the creating the large number of gene duplication or deletion in host strains. Subsequent RT-qPCR experiments confirmed predicted elevated transposase expression levels indicated by the mRNA-seq data.

**Conclusions:**

The overall pattern of gene expression in aging cultures of CcI3 suggests significant cell heterogeneity even during normal growth on ammonia. The detection of abundant transcription of *nif *(nitrogen fixation) genes likely reflects the presence of anaerobic, N-depleted microsites in the growing mycelium of the culture, and the presence of significantly elevated transposase transcription during starvation indicates the continuing evolution of the *Frankia *sp. strain CcI3 genome, even in culture, especially under stressed conditions. These studies also sound a cautionary note when comparing the transcriptomes of *Frankia *grown in root nodules, where cell heterogeneity would be expected to be quite high.

## Background

Studies on actinorhizal symbioses have benefitted greatly from several genome sequences of the actinobacterial symbiont *Frankia *sp. strains. Such strains induce root nodules and fix N_2 _in a broad array of plants [1]. The smallest frankial genome finished to date is that of *Frankia *sp. HFPCcI3 (CcI3) that infects plants of the family Casuarinaceae; it is about 5.4 Mbp in size and encodes 4499 CDS [2]. A striking feature of the CcI3 genome is the presence of over 200 transposase genes or gene remnants that may play, or have played, a role in genome plasticity [3]. In addition, relative to other *Frankia *sp. genomes that have been sequenced, CcI3 contains few gene duplicates [2]. Comparative genome studies suggest that evolution has favored gene deletion rather than duplication in this strain, perhaps as an outcome of its symbiotic focus on a single, geographically limited group of plants in the Casuarinaceae [2].

Transcriptome sequencing of bacterial genomes has yielded surprising complexity (for a review see [4]). Such studies have shown differential cistron transcription within operons [5], small regulatory RNA transcripts [6-9] and numerous riboswitch controlled transcripts [10,11]. Significant transcriptional heterogeneity has also been found in single cultures that has been ascribed to subpopulations within an otherwise synchronized bacterial population [12]. High throughput RNA-seq methods provide a tool for transcript quantification with a much higher dynamic range than that provided by microarray studies by relying on direct comparison of transcript abundance for assessing differential expression [13].

*Frankia *transcriptome studies have the potential to reveal common genes and pathways active in, or essential to, symbiosis and free-living growth. A first step to resolving symbiotic-specific expression is to gain insight into transcriptional behavior and variability in axenic culture. This work helps address the issue of cultural heterogeneity that will likely be exacerbated by physiological heterogeneity in symbiosis. A previous transcriptome study has been done using whole-genome microarrays in *Alnus *and *Myrica *root nodules using cultured *Frankia alni *strain ACN14a as a reference [14]. In that study, relatively few surprises were encountered and the overall transcription profile was similar in both nodule types. We focus here on an approach using transcriptome deep sequencing of cultured *Frankia *strain CcI3 grown under different conditions, and the analysis of subsequent data to provide insight into the global expression that may impinge on physiology and genome stability in *Frankia *strains.

## Results and Discussion

### Culture characteristics and experimental design

As a consequence of its filamentous growth habit, *Frankia *sp. strain CcI3 grows from hyphal tips with an initial doubling time of about 18 hrs that subsequently slows to more linear growth [15]. As tips extend, cells left behind are physiologically in stationary phase and eventually senesce. Thus, even young cultures (defined here as three days old) have a degree of physiological heterogeneity that increases as cultures age [16]. This heterogeneity must be taken into account in interpreting global transcriptome analyses.

Several factors in our sampling and library creation may influence a transcriptome analysis. Single *Frankia *cultures were used in preparing RNA libraries for each sample prior to sequencing. In addition, each sample was run on the Illumina GA IIx sequencer without technical replicates. 

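Frankia sp. strain CcI3 is a filamentous actinobacterium that fixes N2 in specialised cells called vesicles. The 3dNH4 and 5dNH4 cultures grew for 3 and 5 days on ammonium chloride at 9.3 mM, and the 3dN2 culture grew for 3 days without it. The medium of the 3dN2 culture also had a modified iron stock, so the nitrogen source and the metal supply changed together. Each condition was 1 library from 1 culture, and there are no replicates behind any value. The authors depleted rRNA from total RNA, made double-stranded cDNA without keeping the strand, and sequenced it on the Illumina GA IIx. The paper's results give reads of 76 nucleotides for the 3-day samples and 34 for 5dNH4, its section on CRISPR arrays gives 36 for 5dNH4, and its methods give 35 for all samples. The authors mapped the reads to the CcI3 genome with CLC Genomics Workbench, allowed up to 10 map sites per read, placed equal matches at random, and set aside reads of non-coding RNA. For each of 4499 coding ORFs the deposited values are the total reads, the unique reads (those with 1 map site) and the RPKM (reads per kilobase of ORF, scaled to the library's coding reads). Total reads on coding ORFs were 2774267 in 3dNH4, 2909184 in 3dN2 and 1315732 in 5dNH4, where the paper's Table 1 gives 2813063, 2945205 and 1322139 mRNA reads. RPKM values recomputed from total reads, ORF lengths and the smaller totals differed from the deposited RPKM by at most 1.73e-06, and all values here rest on the smaller totals. Every pair of libraries was compared ORF by ORF with Kal's binomial z-test (Kal's z-test), a two-sided normal approximation for 2 binomial proportions (the shares of total reads on the ORF), at an unadjusted p of 0.05. That test compares the 2 libraries and not the growth conditions, since the spread between cultures is unknown. The 95% intervals of RPKM ratios are exact conditional binomial intervals and cover counting error only. Data for 5dNH4 against 3dNH4 were simulated over 4499 ORFs with counting error only. Of these ORFs, 200 with at least 100 reads in the pair were changed by a factor of 1.5. The test called 188 of the changed ORFs and 5.55% of the unchanged ones, which leaves the spread between cultures and changes in ORFs with fewer reads untested.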

While technical and biological replicates would have eliminated two potential sources of variability in the results of this experiment, several studies have suggested that both types of variability are unlikely to influence end results [13,17], while other studies have found significant variation among replicate samples [18,19]. Such effects may only influence low RPKM value genes [20] but, as with many such studies, our results must be viewed in the light of many potential variables.

### RNA sample quality and features

RNA preparations used for making dscDNA libraries for Illumina sequencing had 260/280 ratios greater than 2.0 and greater than 400 to 950 ng per μl. PCR amplification using primers for the *glnA *gene failed to yield an amplicon from RNA preparations indicating very low, if any, DNA contamination. In addition, an RT-PCR assay revealed no detectable DNA within total RNA samples prepared in a separate experiment, confirming that the RNA extraction technique can apply to sensitive RNA based experiments that use strain CcI3.

Transcriptome sequencing done using 5dNH4 CcI3 cells yielded about six million reads, three million of which could be mapped to the *Frankia *sp. CcI3 genome (Table 1). Almost 51% of the mapped reads were from rRNA or tRNA (Table 1). An updated base-calling algorithm (RTA v. 1.6) yielded substantially higher reads for samples from 3dNH4 and 3dN2 cultures. About 26 million reads were obtained for the latter samples, with about 16 million mapped reads in each (Table 1). Non-coding RNAs represented a greater proportion of mapped reads in these two samples, comprising nearly 80% of the total.

**Table 1:** Dataset statistics

	5dNH4 (#ORFs/#Reads^ǂ^)	3dNH4 (#ORFs/#Reads^ǂ^)	3dN2 (#ORFs/#Reads^ǂ^)
**rRNA/tRNA**	**65/1,401,120**	**65/12,799,049**	**64/13,524,803**
**mRNA**	**4,491/1,322,139**	**4,544/2,813,063**	**4544/2,945,205**
hypothetical	1,355/307,027	1,363/547,196	1,363/634,786
pseudogenes	49/8,882	49/31,566	49/44,989
transposases	135/24,528	137/62,484	137/87,928
phage proteins	26/12564	26/17,292	26/25,218
CRISPRs	9/6,553	9/8,926	9/12,702

^ǂ ^Includes reads that mapped ambiguously. Ambiguous reads were only counted once.

Even after ribosomal RNA depletion, non-coding sequences formed the majority of reads in all samples with the greatest reduction seen in the 5dNH4 sample (Table 1). This relative amount of rRNA could be related to the reduction of rRNA in older cultures, as observed in stationary and death phase cultures of *E. coli *[21]. On the other hand, given the concentration dependence of the rRNA depletion method used in preparing the mRNA-seq libraries, a decrease in the proportion of rRNA in the five-day time point could have resulted from more efficient depletion. Incomplete depletion of rRNA populations is similar to what is observed in other studies and is related to the sheer abundance of such sequences [22].

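A coding ORF had a median of 429 total reads in 3dNH4, 496 in 3dN2 and 216 in 5dNH4. On an ORF of 1 kb, 1 read was worth 0.360 RPKM in 3dNH4, 0.344 in 3dN2 and 0.760 in 5dNH4. Fewer than 50 reads fell on 63 ORFs in 3dNH4, on 40 in 3dN2 and on 261 in 5dNH4, and 8, 8 and 9 ORFs had no reads at all. Unique reads were 95.9% of the coding reads in 3dNH4, 94.6% in 3dN2 and 95.5% in 5dNH4. In each library 80 ORFs had reads but no unique one, so the RPKM of these ORFs rests on reads shared with other ORFs.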

The number of coding RNA reads was similar among all three samples although the read length for the 3dNH4 and 3dN2 samples was 76 versus 34 for 5dNH4. All of the pseudogenes present in the CcI3 genome had transcripts in at least two of the three genomes (Table 1). Pseudogene transcription is presently not believed be a rare event [23], though many pseudogenes identified in a bacterial genome may simply be misannotated ORFS.

### Functional Pathways

The 100 genes with the highest RPKM value in each condition, omitting ribosomal RNAs, are listed in Table 2. 

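Ranked by RPKM, the last ORF in the list of 100 stood at 846 RPKM in 3dNH4, 596 in 3dN2 and 631 in 5dNH4, against all-ORF medians of 168, 191 and 183 RPKM. The 100 ORFs took 13.2% of the coding reads in 3dNH4, 8.39% in 3dN2 and 7.22% in 5dNH4. The heat shock protein Hsp20 ORF Francci3_1179, at bases 1410574 to 1411161 of the CcI3 chromosome (RefSeq assembly ASM1334v1), was highest in both 3-day libraries, with 10755 RPKM in 3dNH4 and 3553 in 3dN2. The aldehyde dehydrogenase ORF Francci3_2944 came next in both, with 7165 and 3152 RPKM. In 5dNH4 these ORFs had 2077 and 632 RPKM, and the highest was the hypothetical ORF Francci3_1017 at 4967 RPKM, 29.1-fold its value in 3dNH4 (95% interval 25.2 to 33.8). That was the largest RPKM ratio between 5dNH4 and 3dNH4 among ORFs with at least 100 reads in the pair. The 99th percentile of RPKM was 33.3 times the 1st percentile in 3dNH4, 14.5 times in 3dN2 and 15.0 times in 5dNH4. ORFs shorter than 300 bp held 16 places in the 3dNH4 list, 15 in the 3dN2 list and 9 in the 5dNH4 list. Under 50% of the reads were unique for 2, 13 and 10 of the listed ORFs, among them the response regulator receiver ORF Francci3_0120, with 21 unique of 3899 reads in 3dN2.

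**Figure D1:**
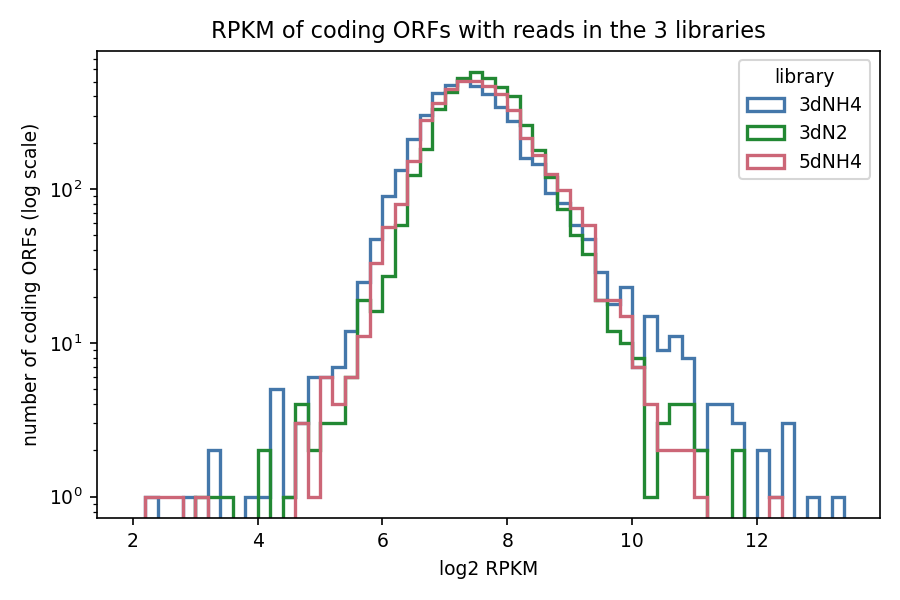
Number of coding ORFs with reads (log scale) by log2 RPKM in each of the 3 libraries. The 3dNH4 line extends farthest to the right, and its 99th percentile of RPKM is 33.3 times its 1st percentile, against 14.5 in 3dN2 and 15.0 in 5dNH4.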

The number of hypothetical genes in this group range from 29 in the 3dNH4 cells to 39 in the 3dN2 cells to 43 in the 5dNH4 cells. 

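Of the 4499 coding ORFs, 1532 are annotated as hypothetical proteins in the files. They held 31 of the 100 places in 3dNH4, 42 in 3dN2 and 44 in 5dNH4. Ranking by RPKM from unique reads moved the 5dNH4 count most, to 48, and leaving out ORFs under 300 bp moved the 3dN2 count most, to 38.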

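Transposases held 1 of the 100 highest RPKM places in 3dNH4, 6 in 3dN2 and 5 in 5dNH4. CRISPR-associated ORFs held 0, 3 and 3 places, and integrases held 0, 1 and 1. The phage integrase Francci3_4274 (bases 5102798 to 5104021) had 339.5 RPKM in 3dNH4, 520.1 in 3dN2 and 1451 in 5dNH4, and the 5dNH4 value was 4.27-fold that in 3dNH4 (95% interval 3.98 to 4.59). The CRISPR-associated ORFs Francci3_0020 (Cse4 family) and Francci3_0021 (Cas5e family) had 307 and 341 RPKM in 3dNH4, 479 and 465 in 3dN2, and 869 and 899 in 5dNH4.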

Older cultures had more transcripts associated with tRNAs, transposases, CRISPR elements, integrases and hypothetical proteins than did younger cultures. Indeed, had they been included in the list, 18 of the 46 tRNA genes in CcI3 would have been in the top 100 most abundant transcript populations in 5dNH4 cells whereas no tRNAs were found in the top 100 transcripts in 3dN2 or 3dNH4 cell populations. The picture painted by the abundance of such transcripts is one of cells starved for essential metabolites such as amino acids, as expected in aging cells. In addition, enzymes involved in solving oxidative damage (e.g. protein-methionine-S-oxide reductase) were also more abundant in the older culture. Conversely, enzymes involved in catabolism (eg. alcohol dehydrogenase) were more frequently represented in the two younger cultures.

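The protein-methionine-S-oxide reductase ORF Francci3_2268 (msrB in RefSeq, bases 2646457 to 2646876) had 377 RPKM in 3dNH4, 419 in 3dN2 and 1071 in 5dNH4. Its 5dNH4 value was 2.84-fold the 3dNH4 value (95% interval 2.51 to 3.22, Kal's binomial z-test p = 1.69e-67). The peptide methionine sulfoxide reductase ORF Francci3_3895, chosen after its values were seen, went the other way, with 459 RPKM in 3dNH4, 212 in 3dN2 and 179 in 5dNH4 and a 5dNH4 to 3dNH4 ratio of 0.390 (95% interval 0.328 to 0.460, Kal's binomial z-test p = 8.07e-31).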

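Of 14 ORFs annotated as alcohol dehydrogenases, 2 were among the 100 highest in 3dNH4, 2 in 3dN2 and 0 in 5dNH4. Francci3_1544 had 1206 RPKM in 3dNH4, 644 in 3dN2 and 215 in 5dNH4, and Francci3_2945 (bases 3479285 to 3480295), which follows the aldehyde dehydrogenase Francci3_2944, had 2916 RPKM in 3dNH4, 796 in 3dN2 and 313 in 5dNH4. Their 5dNH4 to 3dNH4 ratios were 0.178 (95% interval 0.143 to 0.220) and 0.107 (95% interval 0.0970 to 0.118). Over all 14, 9 were lower in 5dNH4 than in 3dNH4, 2 were higher and 3 were not different by Kal's z-test.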

**Table 2:** The top 100 highly expressed coding ORFs predicted by RPKM values

3dNH4^1^	Locus tag	RPKM^2^	3dN2	Locus tag	RPKM	5dNH4	Locus tag	RPKM
**heat shock protein Hsp20**	**Francci3_1179**	**10755**	**heat shock protein Hsp20**	**Francci3_1179**	**3553**	hypothetical protein	Francci3_1017	4967
**aldehyde dehydrogenase**	**Francci3_2944**	**7165**	**aldehyde dehydrogenase**	**Francci3_2944**	**3152**	**heat shock protein Hsp20**	**Francci3_1179**	**2077**
**chaperonin GroEL**	**Francci3_4398**	**5923**	**hypothetical protein**	**Francci3_1545**	**2327**	**hypothetical protein**	**Francci3_3999**	**1926**
cold-shock DNA-binding	Francci3_0260	5495	**transposase IS66**	**Francci3_1864**	**2261**	**transposase IS66**	**Francci3_1864**	**1801**
OsmC-like protein	Francci3_4465	5490	hypothetical protein	Francci3_2178	1993	polysaccharide deacetylase	Francci3_0165	1616
co-chaperonin GroES	Francci3_0632	5362	response regulator receiver	Francci3_0120	1823	hypothetical protein	Francci3_2101	1596
Hemerythrin HHE cation	Francci3_1066	4392	Hemerythrin HHE cation	Francci3_1066	1807	phage integrase	Francci3_4274	1451
**hypothetical protein**	**Francci3_1545**	**4225**	hypothetical protein	Francci3_1936	1789	Radical SAM	Francci3_1753	1392
NAD/NADP transhydrogenase	Francci3_2947	3226	OsmC-like protein	Francci3_4465	1777	hypothetical protein	Francci3_2241	1333
**UspA**	**Francci3_2760**	**3221**	**hypothetical protein**	**Francci3_3999**	**1614**	hypothetical protein	Francci3_2890	1265
hypothetical protein	Francci3_3494	3190	cold-shock DNA-binding	Francci3_0260	1592	phosphoribosyl-ATPphosphatase	Francci3_4317	1245
hypothetical protein	Francci3_2178	3071	sigma 54 modulation	Francci3_0764	1574	hypothetical protein	Francci3_0159	1184
sigma 54 modulation protein	Francci3_0764	3004	cold-shock DNA-binding	Francci3_4469	1458	ribonucleaseHII	Francci3_3588	1161
cold-shock DNA-binding	Francci3_4469	2949	putative DNA-binding	Francci3_1949	1392	GDP-mannose 4,6-dehydratase	Francci3_1307	1134
Alcohol dehydrogenase	Francci3_2945	2916	LuxR family regulator	Francci3_0765	1361	hypothetical protein	Francci3_4023	1122
putative Lsr2-like protein	Francci3_3498	2659	**chaperoninGroEL**	**Francci3_4398**	**1199**	major facilitator superfamily	Francci3_2289	1122
hypothetical protein	Francci3_1936	2577	hypothetical protein	Francci3_4123	1176	RNA-directed DNA polymerase	Francci3_2318	1088
hypothetical protein	Francci3_2270	2529	hypothetical protein	Francci3_3494	1175	methionine-S-oxide reductase	Francci3_2268	1071
thioredoxin-related	Francci3_0447	2355	hypothetical protein	Francci3_2269	1174	HypA	Francci3_1937	1047
**SsgA**	**Francci3_3418**	**2154**	transcriptional regulator	Francci3_4255	1167	acyltransferase 3	Francci3_2337	987
luciferase-like	Francci3_2761	2117	co-chaperoninGroES	Francci3_0632	1150	hypothetical protein	Francci3_3302	982
molecular chaperone DnaK	Francci3_4352	2036	hypothetical protein	Francci3_2442	1117	Serine acetyltransferase-like	Francci3_3842	970
globin	Francci3_2581	1935	**SsgA**	**Francci3_3418**	**1043**	**hypothetical protein**	**Francci3_0227**	**970**
LuxR family regulator	Francci3_0765	1934	SecE subunit	Francci3_0567	1037	hypothetical protein	Francci3_1719	965
thioredoxin reductase	Francci3_4536	1913	putative Lsr2-like protein	Francci3_3498	1022	hypothetical protein	Francci3_0238	957
Rhodanese-like	Francci3_0449	1881	PEP phosphomutase	Francci3_1533	1005	hypothetical protein	Francci3_2200	947
carbonic anhydrase	Francci3_0708	1859	hypothetical protein	Francci3_2270	973	hypothetical protein	Francci3_1831	945
**superfamily MFS_1**	**Francci3_2752**	**1811**	chaperone hypC/hupF	Francci3_1946	954	serine/threonine kinase	Francci3_4051	938
hypothetical protein	Francci3_3250	1807	transposase, IS4	Francci3_3990	953	signal transduction kinase	Francci3_0085	938
exodeoxyribonuclease III	Francci3_1180	1754	thioredoxin-related	Francci3_0447	951	hypothetical protein	Francci3_4019	922
PEP phosphomutase	Francci3_1533	1742	ATP synthase F0	Francci3_3713	928	hypothetical protein	Francci3_0396	914
STAS (anti-σ factor antagonist)	Francci3_0441	1728	mannose 4,6-dehydratase	Francci3_1053	921	CRISPR-associated protein	Francci3_0021	899
hypothetical protein	Francci3_1935	1687	phage integrase	Francci3_4338	919	hypothetical protein	Francci3_0038	899
sigma 38	Francci3_3505	1673	protein of unknown function	Francci3_3347	892	Recombinase	Francci3_3989	898
**hypothetical protein**	**Francci3_0227**	**1665**	transposase, IS4	Francci3_0391	878	aldo/keto reductase	Francci3_3416	890
hypothetical protein	Francci3_1615	1634	**major facilitator MFS_1**	**Francci3_2752**	**865**	transposase, IS4	Francci3_1873	875
hypothetical protein	Francci3_2943	1629	NAD/NADP transhydrogenase	Francci3_2947	863	Excisionase/Xis, DNA-binding	Francci3_0405	875
hypothetical protein	Francci3_0054	1629	hypothetical protein	Francci3_4084	855	transposase, IS4	Francci3_0151	874
**transposase IS66**	**Francci3_1864**	**1625**	*hypothetical protein*	*Francci3_2380*	*839*	CRISPR-associated protein	Francci3_0020	869
transcriptional regulator, CarD	Francci3_4255	1596	hypothetical protein	Francci3_4114	821	*CRISPR-associated protein*	*Francci3_3345*	*863*
alanine dehydrogenase/PNT-like	Francci3_2946	1532	Alcohol dehydrogenase	Francci3_2945	796	glycosyl transferase	Francci3_3318	859
serine phosphatase	Francci3_3249	1453	hypothetical protein	Francci3_3791	782	metallophosphoesterase	Francci3_1990	839
chaperonin GroEL	Francci3_0633	1439	acyl-CoA dehydrogenase	Francci3_1000	781	hypothetical protein	Francci3_3339	837
hypothetical protein	Francci3_0949	1437	*transcriptional regulator*	*Francci3_3081*	*780*	*transcriptional regulator*	*Francci3_3081*	*834*
transcription factor WhiB	Francci3_3759	1430	*hypothetical protein*	*Francci3_0037*	*779*	hypothetical protein	Francci3_3317	826
fatty acid desaturase, type 2	Francci3_0307	1430	Amino acid adenylation	Francci3_2461	777	hypothetical protein	Francci3_4072	824
STAS	Francci3_4302	1405	hypothetical protein	Francci3_1615	775	transcriptional regulator	Francci3_0908	816
Heavy metal transportprotein	Francci3_0489	1368	hypothetical protein	Francci3_2179	775	hypothetical protein	Francci3_4129	809
sigma-24	Francci3_3768	1353	hypothetical protein	Francci3_1534	773	transposase, IS4	Francci3_4227	803
transcriptional regulator, TetR	Francci3_2758	1349	hypothetical protein	Francci3_2329	767	**Antibiotic biosynthesis**	**Francci3_0875**	**800**
hypothetical protein	Francci3_3417	1343	carbonic anhydrase	Francci3_0708	764	hypothetical protein	Francci3_3336	796
SecE subunit	Francci3_0567	1339	transcription factor WhiB	Francci3_3759	751	*hypothetical protein *	*Francci3_2440*	*781*
Excisionase/Xis, DNA-binding	Francci3_0099	1327	**UspA**	**Francci3_2760**	**747**	*hypothetical protein*	*Francci3_4509*	*778*
hypothetical protein	Francci3_3791	1315	exodeoxyribonuclease III	Francci3_1180	747	putative copper resistance	Francci3_2497	771
ATP synthase F0, A subunit	Francci3_3713	1263	hypothetical protein	Francci3_1832	737	transcriptional regulator	Francci3_0210	765
30S ribosomal proteinS1	Francci3_1057	1256	protein of unknown function	Francci3_2628	714	hypothetical protein	Francci3_1090	764
heat shock protein Hsp20	Francci3_2174	1241	hypothetical protein	Francci3_4509	714	hypothetical protein	Francci3_4156	760
NAD(P) transhydrogenase, beta	Francci3_2948	1231	hypothetical protein	Francci3_1650	709	RNA-binding S4	Francci3_3479	747
putative transcriptional regulator	Francci3_1674	1218	STAS	Francci3_0441	701	**hypothetical protein**	**Francci3_1545**	**746**
protein of unknown function	Francci3_0450	1215	molecularchaperoneDnaK	Francci3_4352	694	hypothetical protein	Francci3_3238	746
Alcohol dehydrogenase	Francci3_1544	1206	hypothetical protein	Francci3_0159	693	hypothetical protein	Francci3_3301	737
putative DNA-binding protein	Francci3_1949	1203	acyl transferase region	Francci3_0991	691	hypothetical protein	Francci3_1985	724
glutaredoxin 2	Francci3_0483	1202	regulatory protein GntR	Francci3_3218	690	*Rhodanese-like *	*Francci3_2753*	*721*
translation elongation factor Tu	Francci3_0580	1179	CRISPR-associated protein	Francci3_3346	680	Thiolase	Francci3_2502	718
thioredoxin	Francci3_4537	1165	hypothetical protein	Francci3_1874	678	response regulator receiver	Francci3_0120	715
cytochrome P450	Francci3_4464	1164	hypothetical protein	Francci3_1935	672	hypothetical protein	Francci3_0498	705
hypothetical protein	Francci3_2582	1156	IS630 family transposase	Francci3_1872	670	DNApolymeraseIIIsubunitalpha	Francci3_4168	703
hypothetical protein	Francci3_1534	1106	globin	Francci3_2581	663	*hypothetical protein*	*Francci3_0037*	*693*
protein of unknown function	Francci3_1406	1054	hypothetical protein	Francci3_4127	657	hypothetical protein	Francci3_3241	684
Vesicle-fusing ATPase	Francci3_2630	1041	thioredoxin	Francci3_4537	653	30SribosomalproteinS6	Francci3_4522	683
HesB/YadR/YfhF	Francci3_3121	1032	hypothetical protein	Francci3_0066	644	putative hydrolase	Francci3_2567	682
hypothetical protein	Francci3_0532	1022	Alcohol dehydrogenase	Francci3_1544	644	*transposase IS116/IS110*	*Francci3_2124*	*681*
acyl transferase region	Francci3_0991	1015	*hypothetical protein*	*Francci3_2440*	*642*	hypothetical protein	Francci3_1807	675
Superoxide dismutase	Francci3_2817	1013	Tetratricopeptide TPR_4	Francci3_1951	639	hypothetical protein	Francci3_1805	675
hypothetical protein	Francci3_2185	1007	**hypothetical protein**	**Francci3_0227**	**635**	hypothetical protein	Francci3_2364	675
hypothetical protein	Francci3_4343	1006	hypothetical protein	Francci3_2315	634	hypothetical protein	Francci3_2380	671
*serine/threonine kinase*	*Francci3_4051*	*989*	hypothetical protein	Francci3_4019	633	response regulator receiver	Francci3_4048	670
acyl-CoA dehydrogenase	Francci3_1000	989	hypothetical protein	Francci3_0949	633	putative O-methyltransferase	Francci3_0204	670
conserved hypothetical protein	Francci3_0096	986	serine phosphatase	Francci3_3249	632	channel protein	Francci3_3898	669
hypothetical protein	Francci3_3886	983	Amino acid adenylation	Francci3_2459	632	hypothetical protein	Francci3_2032	667
*Rhodanese-like *	*Francci3_2753*	*982*	*transposase IS116/IS110*	*Francci3_2124*	*630*	hypothetical protein	Francci3_1459	664
hypothetical protein	Francci3_4042	973	hypothetical protein	Francci3_3417	628	flavoprotein	Francci3_1816	662
**hypothetical protein**	**Francci3_3999**	**971**	**Antibiotic biosynthesis**	**Francci3_0875**	**626**	hypothetical protein	Francci3_0160	660
protein of unknown function	Francci3_2628	958	protein of unknown function	Francci3_1406	621	AMP-dependent synthetase	Francci3_1806	659
LuxR family regulator	Francci3_3253	958	hypothetical protein	Francci3_3247	621	serine/threonine protein kinase	Francci3_3395	659
50SribosomalproteinL24	Francci3_0593	944	hypothetical protein	Francci3_2943	620	hypothetical protein	Francci3_4161	655
ribosomal protein S2	Francci3_3581	936	transcription factor WhiB	Francci3_3790	618	hypC/hupF	Francci3_1946	655
hypothetical protein	Francci3_2736	934	hypothetical protein	Francci3_3997	618	hypothetical protein	Francci3_0494	655
hypothetical protein	Francci3_2269	932	transcriptional regulator	Francci3_4158	614	transcriptional regulator	Francci3_0985	654
hypothetical protein	Francci3_2809	929	hypothetical protein	Francci3_2184	610	Excisionase/Xis, DNA-binding	Francci3_1856	653
acyl-CoA dehydrogenase-like	Francci3_0053	915	hypothetical protein	Francci3_0054	608	phosphohydrolase	Francci3_1134	648
**Antibiotic biosynthesis**	**Francci3_0875**	**911**	CRISPR-associated protein	Francci3_0023	608	**SsgA**	**Francci3_3418**	**646**
2-oxoacid oxidoreductase	Francci3_3248	906	Recombinase	Francci3_2373	607	**major facilitator MFS_1**	**Francci3_2752**	**643**
translationinitiationfactorIF-1	Francci3_0605	904	*CRISPR-associated protein*	*Francci3_3345*	*606*	Inorganic diphosphatase	Francci3_4310	636
electron transfer flavoprotein	Francci3_3659	889	hypothetical protein	Francci3_2219	606	hypothetical protein	Francci3_1032	636
hypothetical protein	Francci3_4326	884	hypothetical protein	Francci3_3299	605	DNA-directed RNA polymerase	Francci3_3194	635
50SribosomalproteinL33	Francci3_0563	880	LuxR family regulator	Francci3_3253	604	**chaperoninGroEL**	**Francci3_4398**	**635**
hypothetical protein	Francci3_3625	856	*hypothetical protein*	*Francci3_2101*	*604*	**UspA**	**Francci3_2760**	**633**
Cytochrome-c oxidase	Francci3_2009	855	transcriptional regulator	Francci3_1674	600	**Aldehyde dehydrogenase**	**Francci3_2944**	**632**
GrpE protein	Francci3_4353	846	*transcriptional regulator*	*Francci3_0908*	*596*	hypothetical protein	Francci3_1014	631

^1 ^Gene annotations and locus tag numbers are colored based on their presence in all three samples (bold), in the 3dN2 and 5dNH4 samples (italic), in the 3dN2 and 3dNH4 samples (underscore), in the 3dNH4 and 5dNH4 samples (italic/underscore), and in one of the three samples (normal font).

^2 ^RPKM (Reads per Kilobase Million) = (# reads per ORF)/(size of ORF in kilobases × millions of reads in the dataset).

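The distance between libraries was taken as 1 minus Pearson's r of log2(RPKM + 1) across the 4499 coding ORFs, which are not independent replicates. It was 0.161 between 3dNH4 and 3dN2, 0.435 between 3dNH4 and 5dNH4, and 0.305 between 3dN2 and 5dNH4. The 5dNH4 library thus lay 2.71 times as far from 3dNH4, and 1.90 times as far from 3dN2, as the 3-day libraries lay from each other. Euclidean distance moved both ratios most among distances on the log scale, to 1.60 and 1.21, and Pearson's r of RPKM without logs raised them to 3.34 and 2.41. The 100 highest ORFs of 3dNH4 shared 55 with those of 3dN2 and 13 with those of 5dNH4, and the 3dN2 and 5dNH4 lists shared 24. All 3 lists shared 11 ORFs, while 43 ORFs were in the 3dNH4 list only, 32 in the 3dN2 list only and 74 in the 5dNH4 list only. Against 3dNH4, 1981 ORFs were higher and 1282 lower in 5dNH4, and 2241 were higher and 925 lower in 3dN2, among 4491 ORFs with reads in each comparison. The median-of-ratios scaling, which sets the median ORF near no change, lowered log2 ratios against 3dNH4 by 0.15 in 5dNH4 and by 0.19 in 3dN2. It gave 1600 higher and 1596 lower ORFs in 5dNH4, and 1416 higher and 1408 lower in 3dN2. Asking for a ratio of at least 1.5 as well moved the 5dNH4 counts most, to 1128 and 757. The 5dNH4 library was the only one with the shorter reads, and no 3-day library was read at that length.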

Comparison of the top 100 gene lists with each other (color coded in Table 2) and construction of heat maps of all genes revealed that overall gene expression varied more with culture age (three versus five days) than culture condition (+/- NH_4_^+^), with 3dNH4 and 3dN2 clustering before the 5dNH4 sample (Figure 1). Gene dendrograms (left side of the figure) gave five clusters of genes (Groups I through V) that had within-group expression profiles consistent among the three culture conditions tested. The genes in each cluster are listed in Additional File 1: Gene_list.xls.

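Additional File 1 lists 759 ORFs in Group I, 875 in Group II, 1313 in Group III, 601 in Group IV and 945 in Group V. It gives 3 values per ORF, and for 4466 of its 4493 lines these matched, within 0.001, the ORF's RPKM values centred on their median and scaled to unit length. The same treatment of log2 RPKM matched 66 lines. Through these values 4465 of the 4499 ORFs received a group: 753 in Group I, 870 in Group II, 1308 in Group III, 595 in Group IV and 939 in Group V. Without the published grouping, each ORF was also classed by the library farthest from its middle value. By that rule 1164 ORFs were highest in 5dNH4, 837 highest in 3dN2, 661 highest in 3dNH4, 969 lowest in 3dNH4, 682 lowest in 5dNH4 and 178 lowest in 3dN2. Scaling by median of ratios moved these classes most, to 576 ORFs lowest in 3dNH4 and 330 lowest in 3dN2.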

**Figure 1:**
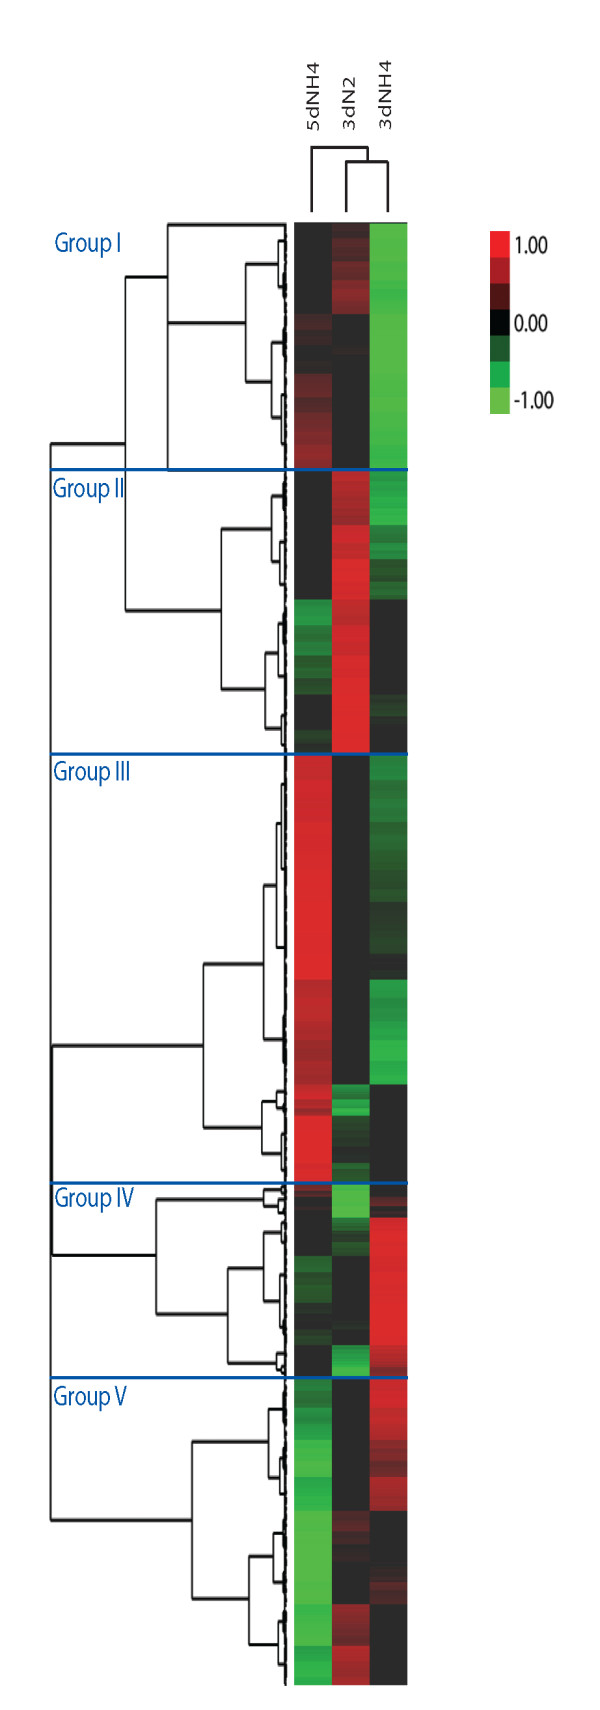
**Heat map representation of pair-wise gene expression in each sample**. The dendrogram at the top of the figure indicates relatedness of the three samples based on overall gene expression values. The dendrogram on the left side of the figure orders genes into groups based on the divergence of expression values among the three samples. The colors display gene expression variance: red indicates a higher gene expression, green indicates lower expression and black indicates the median value. This figure was generated using a log scale of RPKM values.

Group I genes are clearly down-regulated in 3dNH4 cells; these include 30 transporter related genes, five diguanylate cyclases and an array of putative N-controlled proteins such as assimilatory nitrate reductase, adenosine deaminase, allantoinase and nitrogen fixation (*nif*) genes in addition to 252 hypothetical proteins. 

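The 753 ORFs matched to Group I had median RPKM values of 135 in 3dNH4, 187 in 3dN2 and 191 in 5dNH4. They included 22 of 102 ORFs annotated as transporters, 5 of 11 diguanylate cyclases, 4 of the 16 nif ORFs and 249 hypothetical proteins. The beta subunit of assimilatory nitrate reductase, Francci3_0862, was in Group I with 93.0 RPKM in 3dNH4, 116 in 3dN2 and 113 in 5dNH4. The alpha subunit, Francci3_0863 (bases 1006240 to 1008525), was in Group III with 105 RPKM in 3dNH4, 122 in 3dN2 and 404 in 5dNH4. Allantoinase Francci3_0839, in Group I, had 138 RPKM in 3dNH4, 175 in 3dN2 and 191 in 5dNH4. Of 7 ORFs annotated as adenosine deaminases (tRNA-specific ones included), 4 were in Group I (Francci3_1770, Francci3_2382, Francci3_2714 and Francci3_4458), 2 in Group II and 1 in Group III. By Kal's z-test, 5 of these 7 were higher in 3dN2 than in 3dNH4 and 3 were higher in 5dNH4, with 0 lower in either.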

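The 870 ORFs of the group highest in 3dN2, Group II, had median RPKM values of 149 in 3dNH4, 210.0 in 3dN2 and 153 in 5dNH4. Their median log2 ratio was 0.47 for 3dN2 against 3dNH4 and 0.40 for 3dN2 against 5dNH4, where all ORFs had medians of 0.20 and 0.05. Of the 16 nif cluster ORFs, 8 were in this group, among them nifH, nifD, nifK and nifE, and the rest were 4 in Group I, 3 in Group III, 0 in Group IV and 1 in Group V.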

Group II genes are up regulated in 3dN2 cultures and include most of the *nif *genes, genes involved in sulfur metabolism and iron-sulfur protein synthesis, cell division proteins and hydrogenase synthesis. The 3dN2 culture was prepared with a modified iron stock containing a higher concentration of iron sulphate and sodium molybdate [24]. We cannot rule out that an increase in iron-sulfur protein synthesis may be related to the increase in iron sulphate to the medium although it is more likely to be related to an increased demand for iron and molybdenum. Eight phage integrases were also present in Group II, which was the highest number of integrases present in any of the five groups. 

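Of 20 ORFs annotated as phage integrases, 8 were in Group II and 8 in Group III, with 2 in Group I, 0 in Group IV and 2 in Group V. The Group II integrases were higher in 3dN2 than in 3dNH4 by 1.37-fold (Francci3_3052) to 1.76-fold (Francci3_2053), both with Kal's binomial z-test p values of at most 6.86e-05. No read of Francci3_3350, one of the 8, was unique in any library.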

Group III contains genes that have relatively more transcripts in 5dNH4 cells; these include a larger proportion of hypothetical protein ORFs (523 ORFs) than were present in the other four groups (average of ~200 ORFs per group). 

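Group III ORFs had median RPKM values of 148 in 3dNH4, 168 in 3dN2 and 247 in 5dNH4. Hypothetical proteins were 521 of its 1308 ORFs (39.8%), against 33.1% of Group I, 33.7% of Group II, 25.7% of Group IV and 32.8% of Group V.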

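The files annotate 7 ORFs as excisionase/Xis, of which 5 were higher in 5dNH4 than in 3dNH4, 1 was lower and 1 was not different. The 5dNH4 to 3dNH4 ratio was 3.62 (95% interval 2.80 to 4.71) for Francci3_3400, 3.33 (2.68 to 4.14) for Francci3_0405, 2.69 (2.34 to 3.11) for Francci3_1856 and 2.53 (2.07 to 3.09) for Francci3_1200, all 4 in Group III. Francci3_1031, in Group I, had a ratio of 2.31 (1.38 to 3.89), from 31 and 34 reads. The other 2 were in Group V: Francci3_1202 was not different (ratio 0.774, Kal's binomial z-test p = 0.164), and Francci3_0099 fell from 1327 RPKM in 3dNH4 to 573 in 3dN2 and 242 in 5dNH4 (ratio 0.183, p = 2.93e-50). The median log2 ratio of the 7 against 3dNH4 was 1.34 in 5dNH4, higher than in 99.9% of 10000 random lists of 7 ORFs matched on mean RPKM. In 3dN2 it was 0.17 (47.1% of lists), and −0.02 with median-of-ratios scaling.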

All of the annotated excisionase/Xis ORFs were present in the Group III list, suggesting that phage-related excisionases are being transcribed more in the 5dNH4 sample than in the other conditions. Group IV genes were more abundantly transcribed in the 3dNH_4_^+ ^sample including several sigma factors; this group also had the fewest transposase ORFS (2 ORFs). 

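Group IV ORFs had median RPKM values of 287 in 3dNH4, 190.2 in 3dN2 and 198 in 5dNH4. The annotation of 33 ORFs holds the word sigma, which can take in proteins that are not sigma factors themselves. Of these, 10 were in Group IV, 3 in Group I, 7 in Group II, 6 in Group III and 7 in Group V. Of 145 transposase ORFs, 2 were in Group IV.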

Group V contains ORFs more highly expressed in younger cultures. 

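Group V ORFs had median RPKM values of 222 in 3dNH4, 212 in 3dN2 and 137 in 5dNH4. Of 46 ribosomal protein ORFs, 19 were in Group V, 24 in Group IV, 2 in Group III, 0 in Group II and 1 in Group I. Their median log2 ratio against 3dNH4 was −1.40 in 5dNH4 and −0.99 in 3dN2, in each case below all of the 10000 random lists of 46 ORFs, and 42 and 43 of the 46 were lower by Kal's z-test. Of 16 ORFs for glycolytic enzymes, 7 were in Group V, 4 in Group III, 2 in Group IV, 2 in Group II and 1 in Group I. In 5dNH4 they had a median log2 ratio to 3dNH4 of −0.23 (4.89% of random lists lay below it), with 8 lower, 5 higher and 3 not different. The lowest ratio was that of glyceraldehyde-3-phosphate dehydrogenase Francci3_1637, chosen after the values were seen, which had 524 RPKM in 3dNH4, 367 in 3dN2 and 195 in 5dNH4 (ratio 0.371, 95% interval 0.324 to 0.424).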

ORFs in this grouping include 17 ribosomal protein ORFs, and a majority of the glycolytic enzymes.

As expected, *nif *ORFs were more highly expressed in the 3dN2 sample, with numerous vesicles present, than in the 3dNH4 sample and were in Group II on the heat map. 

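All 16 ORFs of the nif cluster (Francci3_4473 to Francci3_4488) were higher in 3dN2 than in 3dNH4, with a lowest RPKM ratio of 1.38 (Francci3_4482) and a largest Kal's binomial z-test p value of 0.00994 (Francci3_4479). Their median log2 ratio was 0.91, above all of the random lists of 16 ORFs. Scaling by median of ratios moved it most, to 0.73, and left Francci3_4479 and Francci3_4482 short of the 0.05 threshold. In 3dNH4, nifH (Francci3_4488), nifD (Francci3_4487) and nifK (Francci3_4486) had 147, 163 and 151 RPKM. In 3dN2 they had 522, 458 and 347 RPKM, and in 5dNH4 186, 249 and 165 RPKM. The median nif ORF had 122 RPKM in 3dNH4, 214 in 3dN2 and 171 in 5dNH4, and stood at the 25.0th, 59.8th and 44.9th percentile of all coding ORFs. None of the 16 lay above the all-ORF median in 3dNH4, 9 did in 3dN2 and 6 in 5dNH4.

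**Figure D2:**
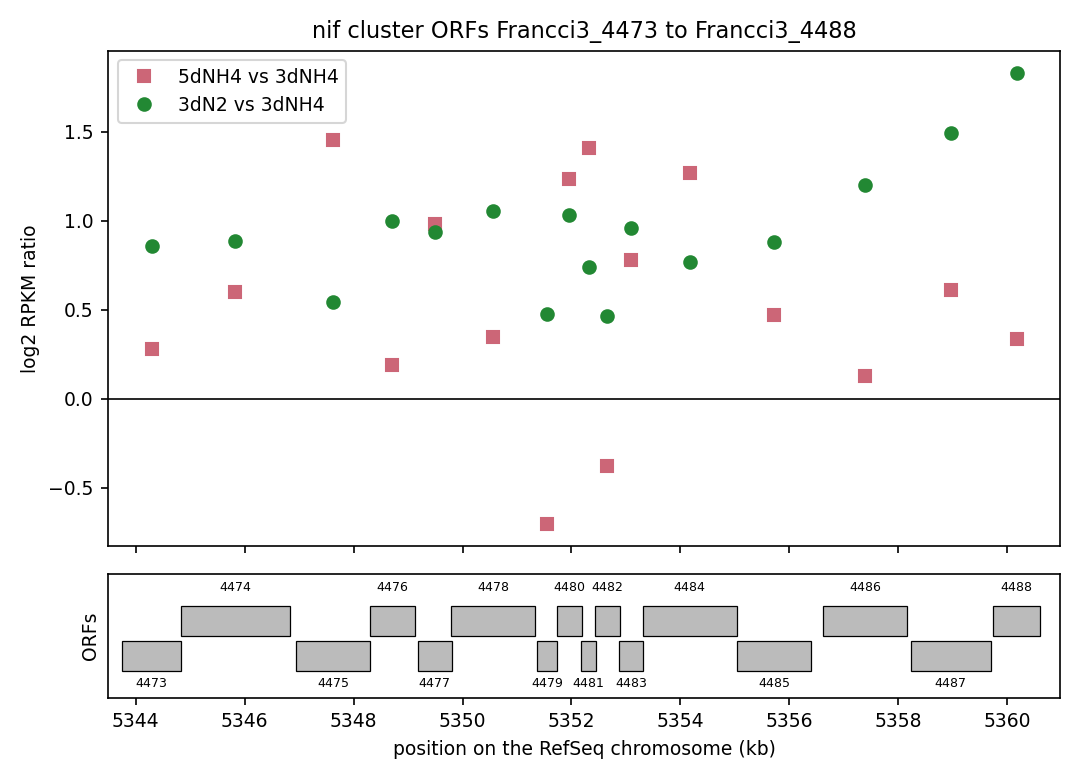
The log2 RPKM ratios to 3dNH4 of the 16 nif cluster ORFs, by position on the RefSeq chromosome in kb, for 5dNH4 (squares) and 3dN2 (circles), with each ORF drawn to scale as a box. The 3dN2 ratios lie between 0.46 and 1.83, and the 5dNH4 ratios between −0.70 and 1.45.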

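Against 3dNH4, 12 of the 16 nif cluster ORFs were higher in 5dNH4 by Kal's z-test, and the median log2 ratio was 0.53, above 98.3% of random lists, or 0.38 with median-of-ratios scaling. The largest ratios, chosen after the values were seen, were those of the class V aminotransferase Francci3_4475 at 2.74 (95% interval 2.36 to 3.18), the hypothetical ORF Francci3_4481 at 2.66 (1.90 to 3.74), nifN (Francci3_4484) at 2.41 (2.09 to 2.78) and nifW (Francci3_4480) at 2.35 (1.93 to 2.87). Counted reads for Francci3_4481 were 65 in 3dNH4 and 82 in 5dNH4.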

The 5dNH4 culture also had *nif *expression above that detected in the 3dNH4 culture. Three *nif *ORFs were not significantly expressed in the 5dNH4 sample over the 3dNH4 sample as predicted by a Kal's ztest p value [25] (Table 3). On the other hand, the genes for the core nitrogenase components nitrogenase reductase (*nifH*), and nitrogenase alpha and beta chains (*nifKD*) were upregulated in the 3dN2 sample, and were cotranscribed to similar extents within individual cultures, suggesting that they exist in an operon independent from the rest of the *nif *cluster. 

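The 3 ORFs without a difference between 5dNH4 and 3dNH4 were Francci3_4476 (ratio 1.14, 95% interval 0.911 to 1.42, Kal's binomial z-test p = 0.236), Francci3_4482 (ratio 0.769, 0.559 to 1.05, p = 0.0862) and Francci3_4486, nifK (ratio 1.09, 0.956 to 1.25, p = 0.184). A further ORF, Francci3_4479 (NifZ), was lower in 5dNH4, with 103 reads in 3dNH4 and 30 in 5dNH4 (ratio 0.614, 0.395 to 0.930, Kal's binomial z-test p = 0.0176). With median-of-ratios scaling, Francci3_4473, Francci3_4478 and Francci3_4488 were no longer different, Francci3_4482 was lower (log2 ratio −0.53), and the log2 ratio of Francci3_4486 went from 0.13 to −0.02.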

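Between 3dN2 and 3dNH4 the ratio was 3.55 (95% interval 3.16 to 4.01, Kal's binomial z-test p = 1.12e-112) for nifH, 2.81 (2.58 to 3.08, p = 2.65e-127) for nifD and 2.30 (2.10 to 2.53, p = 7.44e-76) for nifK. These 3 intervals do not overlap. The other 13 ORFs of the cluster had ratios of at most 2.08. On the log2 scale the 3 core ORFs spanned a range of 0.63 and the other 13 a range of 0.59. Between 5dNH4 and 3dNH4 the ratios were 1.26 for nifH and 1.53 for nifD, and the 3 core ORFs spanned a log2 range of 0.48, where the other 13 spanned 2.16.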

An intergenic space consisting of 208 nucleotides between these three ORFs and the rest of the cluster supports this analysis. 

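In the RefSeq annotation (ASM1334v1), nifE (Francci3_4485) lies at bases 5355035 to 5356405, nifK at 5356614 to 5358170, nifD at 5358238 to 5359698 and nifH at 5359742 to 5360605. The gap between nifE and nifK is 208 nucleotides, and the gaps between nifK and nifD and between nifD and nifH are 67 and 43. The cluster starts at base 5343752 with Francci3_4473. Its next widest gap, of 114 nucleotides, lies between Francci3_4474 and Francci3_4475.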

The presence of *nif *transcripts in all cell types, even where ammonia should still be in excess, is in concert with the heterogeneous nature of the frankial growth habit, where mycelia develop microsites that are potentially nutrient deficient or microaerobic due to adjoining cell populations. The 5dNH4 cells are most likely depleted for combined nitrogen and, indeed, a few vesicles can be observed in older cultures. This observation highlights a fundamental problem with the mRNA deep sequencing of a *Frankia *culture where different cell physiologies can skew average gene expression in a culture. Apart from isolated vesicles [26] that are unlikely to give a sufficient quantity of mRNA for second generation sequencing technologies, long-read, single molecule sequencing techniques run in parallel could specifically sequence the transcriptome of distinct cell morphologies in a pure culture as was recently done with *Vibrio cholerae *[27].

**Table 3:** Fold changes of *nif *cluster ORF expression levels^1^

Feature ID	Annotation	5dNH4 vs 3dNH4	3dN2 vs 3dNH4	3dN2 vs 5dNH4
Francci3_4473	thiamine pyrophosphate enzyme-like TPP-binding	1.28	1.89	1.48
Francci3_4474	pyruvate flavodoxin/ferredoxin oxidoreductase-like	1.60	1.93	1.20
Francci3_4475	aminotransferase, class V	2.90	1.52	0.90
Francci3_4476	UBA/THIF-type NAD/FAD binding fold	1.20*	2.08	1.73
Francci3_4477	HesB/YadR/YfhF	2.09	2.00	0.04
Francci3_4478	nitrogenase cofactor biosynthesis protein NifB	1.35	2.17	1.61
Francci3_4479	NifZ	0.54	1.45	2.23
Francci3_4480	nitrogen fixation protein NifW	2.49	2.14	0.16*
Francci3_4481	protein of unknown function DUF683	2.81	1.75	0.61
Francci3_4482	protein of unknown function DUF269	0.23*	1.44	1.77
Francci3_4483	Dinitrogenase iron-molybdenum cofactor biosynthesis	1.82	2.03	1.12*
Francci3_4484	nitrogenase molybdenum-iron cofactor biosynthesis protein NifN	2.55	1.78	0.43
Francci3_4485	nitrogenase MoFe cofactor biosynthesis protein NifE	1.47	1.92	1.31
Francci3_4486	nitrogenase molybdenum-iron protein beta chain	1.16*	2.40	2.08
Francci3_4487	nitrogenase molybdenum-iron protein alpha chain	1.62	2.94	1.82
Francci3_4488	nitrogenase iron protein	1.34	3.71	2.77

^1^Fold changes calculated as quotients of RPKM values

* Insignificant p value as determined by Kal's ztest.

### Insertion Sequences

Recent studies on *Frankia *proteomes have indicated the presence of several transposases in CcI3 grown in culture and in symbiosis [28], raising the question of how IS elements behave in cultured CcI3 cells. Given the number of transposase ORFs in the CcI3 genome (148 complete plus 53 fragments identified by PSI-BLAST analysis [2]), mRNA deep sequencing provides an efficient method of quantifying their behavior in cultures grown under different conditions.

RPKM values for the transposase ORFs were plotted against the locations of IS elements in strain CcI3 (Figure 2; [3]). Additional files 2, 3, 4, 5, 6 and 7 list the calculated expression data for the transposase ORFs. Transposase transcripts were generally more abundant than the transcriptome's median RPKM value (dashed line; values respective of sample) throughout the genome. 

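The files annotate 145 ORFs as transposases, of which 137 had reads. In 3dNH4, 71 of the 145 (49.0%) lay above the library's median RPKM, against 87 (60.0%) in 3dN2 and 76 (52.4%) in 5dNH4. Over the 137 with reads the shares were 51.8%, 63.5% and 55.5%. The median transposase ORF had 161 RPKM in 3dNH4, 222 in 3dN2 and 190.5 in 5dNH4. Unique reads were 37.5%, 38.6% and 35.9% of the reads on transposases, and 78 of the ORFs had any.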

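Over the 137 transposase ORFs with reads, the median log2 RPKM ratio to 3dNH4 was 0.29 in 5dNH4 and 0.39 in 3dN2, where all ORFs had medians of 0.15 and 0.20. Relative to all ORFs the transposases were thus higher by 0.13 and 0.18, but over the 78 ORFs with unique reads this difference was −0.08 in 5dNH4 and 0.32 in 3dN2. The median in 5dNH4 was above 93.3% of the 10000 random lists of 137 ORFs matched on mean RPKM, and the median in 3dN2 was above all of them. Between 3dN2 and 5dNH4 the median log2 ratio was 0.17, above 98.5% of random lists.

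**Figure D3:**
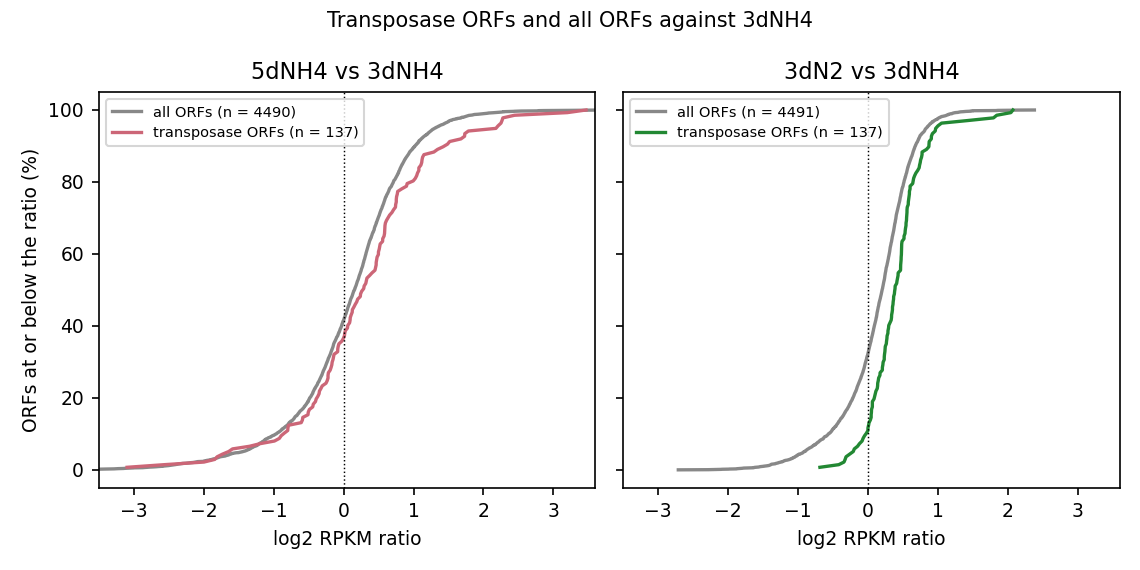
Percent of ORFs at or below each log2 RPKM ratio, for all ORFs (grey) and the 137 transposase ORFs with reads (colour), in 5dNH4 against 3dNH4 and in 3dN2 against 3dNH4. The transposase medians of 0.29 and 0.39 lie to the right of the all-ORF medians of 0.15 and 0.20, which in 5dNH4 reverses on unique reads (−0.08), and a few of all ORFs lie beyond the axis.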

The visual representation of transcript abundance in Figure 2 indicates that transposase ORFs were overall more highly expressed in older cultures and, to a lesser extent, in N_2 _fixing cells than in younger, nutrient sufficient cultures. Seventy-three transposase ORFs in the 5dNH4 sample were more highly expressed with respect to the 3dNH4 sample (Figure 2; Additional file 8: SNP_call_list.xls). 

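By Kal's z-test on total reads, 71 of the 137 transposase ORFs were higher in 5dNH4 than in 3dNH4, and the test on RPKM shares also called 71. Unique reads moved the count most, to 28 higher and 25 lower, or 52.8% of the calls higher against 68.9% on total reads. Of the calls on unique reads, 7 were opposite to those on total reads.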

Only 29 transposase ORFs were shown statistically to have higher expression in 3dNH4 than in 5dNH4. 

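On total reads, 32 transposase ORFs were higher in 3dNH4 than in 5dNH4. Among them, the IS4 transposase Francci3_4218, singled out after its values were seen, fell from 162 reads in 3dNH4 to 9 in 5dNH4 (ratio 0.117, 95% interval 0.0526 to 0.228), and none of its reads were unique.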

A similar trend was noticed in the 3dN2 vs 3dNH4 sample, with 91 transposase ORFs having statistically significant higher expression values in the 3dN2 sample. 

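In 3dN2, 97 transposase ORFs were higher than in 3dNH4 and 6 were lower. With median-of-ratios scaling 69 were higher and 13 lower, which lowered the higher share of the calls from 94.2% to 84.1%. For all ORFs that share was 70.8% unscaled and 50.1% scaled. On unique reads 61 transposase ORFs were higher and 3 lower.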

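Across the 137 transposase ORFs, which are not independent replicates, the log2 ratios of 5dNH4 and of 3dN2 to 3dNH4 had a Pearson's r of 0.396. Both ratios share the 3dNH4 library, and 200 simulations of libraries with no change gave a median r of 0.404. Since no ORF changed in the simulations, they do not show what r a shared library gives where ORFs do change. The ratios had the same sign for 63.5% of the ORFs, and for 63.5% in the simulations. Both comparisons called 56 ORFs higher and 3 lower. Independent calls would share 50.3 higher ones, although the common library makes the calls dependent, and the simulations gave 0. A further 17 were lower in 5dNH4 and higher in 3dN2, and 2 were higher in 5dNH4 and lower in 3dN2. Over all ORFs r was 0.652, against 0.400 in the simulations.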

Many transposase ORFs had similar expression in the 3dN2 vs 3dNH4 and the 5dNH4 vs 3dNH4 comparisons. This is reflected in the ztest p values, as the 3dN2 vs 3dNH4 comparison had 50 changes with p values greater than 0.05 and the 5dNH4 versus 3dNH4 comparison had 48 changes with p values greater than 0.05. 

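By Kal's z-test on total reads, 34 transposase ORFs were not different between 3dN2 and 3dNH4 and 34 were not different between 5dNH4 and 3dNH4, apart from the 8 without reads. Computed on RPKM shares, the test left 45 and 41 not different.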

The majority of the insignificant p values in the comparisons are due to similarity of RPKM values.

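Of the 34 ORFs that were not different in each comparison, 34 in 3dN2 and 32 in 5dNH4 differed from 3dNH4 by less than 1.5-fold. Their median fold difference was 1.07 in 3dN2 and 1.10 in 5dNH4.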

**Figure 2:**
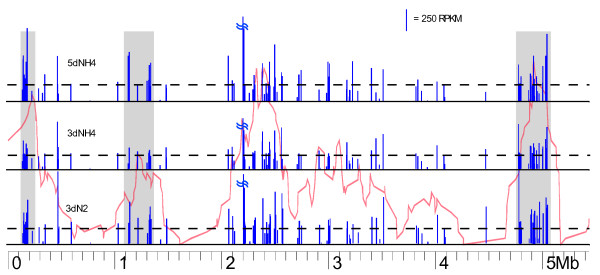
**Plot of transposase transcript RPKM values against previously determined transposase gene clusters**. Scale on the bottom represents the genome coordinates in Mb. The red line indicates the density of transposase ORFs in a 250 kb moving window in the CcI3 genome. Blue bars indicate RPKM values of each transposase ORF in the indicated growth conditions. The dotted line indicates the median RPKM value for all ORFs within the sample. Grey boxes indicate previously determined active deletion windows [3]. An IS66 transposase transcript having an RPKM value greater than 1600 in all three samples is indicated with a broken line.

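Francci3_1864, an IS66 transposase of 1641 bp at bases 2198759 to 2200399, had 1625 RPKM in 3dNH4, 2261 in 3dN2 and 1801 in 5dNH4, from 7400, 10793 and 3888 total reads. Its 3dN2 value was 1.39-fold the 3dNH4 value (95% interval 1.35 to 1.43). In 5dNH4 the ratio was 1.11 (1.07 to 1.15), but the log2 ratio fell below 0 with median-of-ratios scaling (−0.01) and on unique reads (−1.73).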

One IS66 transposase (Locus tag: Francci3_1864) near the 2 Mb region of the genome had an RPKM greater than 1600 in all samples. The majority of these reads were ambiguous. This transposase has five paralogs with greater than 99% nucleotide similarity, thereby accounting for ambiguous reads, so the elevated RPKM, while still high, is distributed among several paralogs. 

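Ambiguous reads were 98.0% of those on Francci3_1864 in 3dNH4, 97.6% in 3dN2 and 99.5% in 5dNH4, which left 147, 254 and 21 unique reads.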

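The files list 5 other IS66 ORFs of the same length, Francci3_0277, Francci3_1922, Francci3_2057, Francci3_2522 and Francci3_2533, and none of these had a unique read in any library. Francci3_1864 held 94.6% of the reads on the 6 ORFs in 3dNH4 (exact Clopper-Pearson 95% interval 94.0% to 95.1%), 95.1% in 3dN2 (94.7% to 95.5%) and 80.0% in 5dNH4 (78.9% to 81.1%), where an even placement would give 16.7%. The summed RPKM of the 6 ORFs was 1719 in 3dNH4, 2376 in 3dN2 and 2250.5 in 5dNH4.

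**Figure D4:**
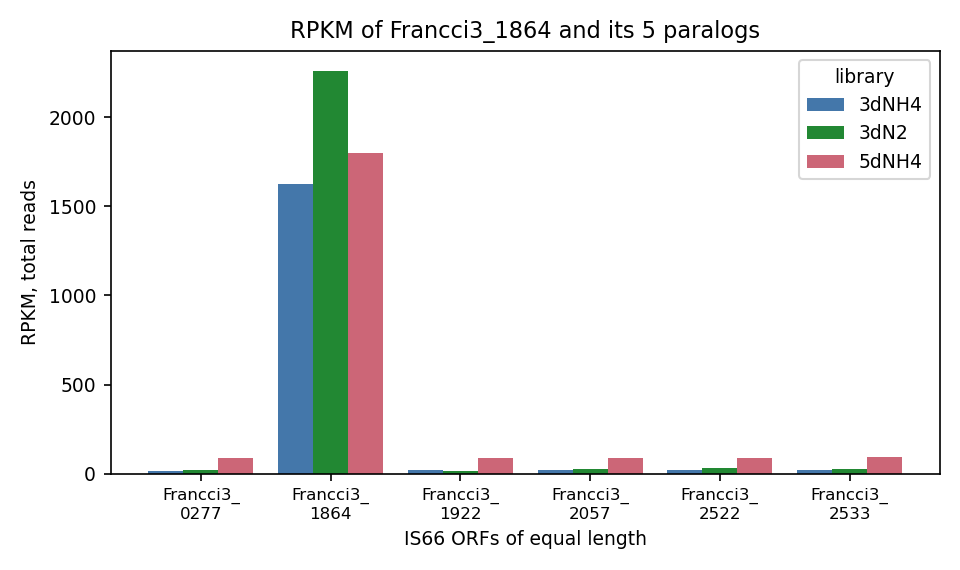
RPKM from total reads of Francci3_1864 and 5 IS66 ORFs of the same length (1641 bp) in the 3 libraries. Francci3_1864 holds 94.6% of the reads of the 6 ORFs in 3dNH4, 95.1% in 3dN2 and 80.0% in 5dNH4.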

Other transposase ORFs with RPMK values higher than the median were more likely to be present in CcI3 deletion windows (gray boxes [3]) as determined by a Chi Square test against the likelihood that high RPKM transposase ORFs would exist in a similar sized region of the genome at random (p value = 1.32 × 10^-7^). This observation suggests that any transposase found in these windows is more likely to be transcribed at higher levels than transposases outside of these regions.

The largest change in expression was found in an IS3/IS911 ORF between the 5dNH4 and 3dNH4 samples. This ORF (locus tag: Francci3_1726, near 1.12 Mb) was expressed eleven fold higher in the 5dNH4 sample than in the 3dNH4 sample. 

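Francci3_1726, of 291 bp, lies at bases 2059527 to 2059817 in RefSeq assembly ASM1334v1. It had 31.0 RPKM in 3dNH4, 107 in 3dN2 and 342 in 5dNH4, from 25 reads in 3dNH4 and 131 in 5dNH4 (ratio 11.0, 95% interval 7.16 to 17.7, Kal's binomial z-test p = 1.24e-43). The next largest increase among transposases, looked up after the values were seen, was 9.18-fold (7.07 to 12.1) for Francci3_0953.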

Five other IS66 ORFs are also highly expressed in 5dNH4 ranging from 4 fold to 5 fold higher expression than in the 3dNH4 sample. 

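The 5 paralogs of Francci3_1864 had 5dNH4 to 3dNH4 ratios from 4.52 to 5.44, on 74 to 90 reads each in 3dNH4 and 191 to 200 each in 5dNH4. Their summed RPKM was 93.4 in 3dNH4, 115 in 3dN2 and 449.7 in 5dNH4. With the reads of Francci3_1864 added, the ratio of the 6 ORFs together was 1.31.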

Eight IS4 transposases had no detected reads under the alignment conditions in each growth condition. These eight IS4 transposases are members of a previously described group of 14 paralogs that have nearly 99% similarity in nucleic acid sequence [3]. 

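The 8 IS4 ORFs without reads in any library were Francci3_0300, of 1230 bp, and 7 ORFs of 1302 bp. Another 7 IS4 ORFs of 1302 bp had 1003 reads together in 3dNH4, 1196 in 3dN2 and 194 in 5dNH4, and none of these reads were unique.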

Parameters of the sequence alignment used allowed for ten sites of ambiguity, therefore discarding reads from eight of these 14 duplicates as too ambiguous to map on the reference genome. Graphic depictions of assembled reads derived from raw CLC workbench files show that the majority of reads for the six detected IS4 transposases mapped around two regions. Both of these regions contained one nucleotide difference from the other eight identical transposases. *De novo *alignment of the unmapped reads from each sample resulted in a full map of the highly duplicated IS4 transposase ORFs (data not shown).

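The mean RPKM per transposase ORF was 186 in 3dNH4, 249 in 3dN2 and 237 in 5dNH4, and the mean over all coding ORFs was 235, 225 and 222.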

More globally, the 5dNH4 and 3dN2 samples had higher RPKM values per transposase ORF than in the 3dNH4 sample. The sum of the RPKM values among the transposase data set placed the 5dNH4 sample (34350 sum RPKM) and the 3dN2 (36150 sum RPKM) each nearly 30% higher than in 3dNH4 (26916 sum RPKM). 

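Summed over the 145 transposase ORFs, the RPKM values came to 26916.5 in 3dNH4, 36150.6 in 3dN2 and 34350.6 in 5dNH4, 34.3% higher in 3dN2 and 27.6% higher in 5dNH4 than in 3dNH4. Scaling by median of ratios moved the log2 ratio of the sums most, from 0.43 to 0.24 in 3dN2 and from 0.35 to 0.20 in 5dNH4. Without Francci3_1864 the ratios were 1.34 and 1.29. As a share of coding reads, transposases took 2.69% in 3dNH4, 3.57% in 3dN2 and 3.43% in 5dNH4, and the ratios of these shares to 3dNH4 were 1.33 (95% interval 1.32 to 1.34) and 1.28 (1.26 to 1.29).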

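Of the 145 transposase ORFs, 44 were matched to the heat map's Group II (highest in 3dN2), 40 to Group III (highest in 5dNH4), 27 to Group I (lowest in 3dNH4) and 24 to Group V, and 8 had no group. Classed by the library farthest from the middle RPKM value, 42 were highest in 3dN2, 37 highest in 5dNH4, 2 highest in 3dNH4, 34 lowest in 3dNH4 and 22 lowest in 5dNH4.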

The numbers of transposase genes classified as upregulated in the heat maps in Figure 1 include 44 in 3dN2 cells, 40 in 5dNH4 cells and only two in 3dNH4 cells. Twenty-eight were down regulated in the 3dNH4 cells as shown by the heat map analysis (Additional File 8: SNP_call_list.xls). These results suggest a relative quiescence of transposase ORFs during healthy growth, and a burst of transcription when cells are stressed. 

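Compared directly, 61 transposase ORFs were higher in 3dN2 than in 5dNH4, 46 were lower and 30 were not different, and the RPKM sum was 5.24% higher in 3dN2. On unique reads 44 were higher and 13 lower, so that the higher share of the calls was 77.2%, against 57.0% on total reads, and 8 calls were opposite. On transposases the reads of 5dNH4, which are shorter, were less often unique than those of 3dN2. Over the 32 transposases with only unique reads the median log2 ratio of 3dN2 to 5dNH4 was 0.15, with a range of −0.13 to 0.46 over resampled ORFs. From the summed RPKM, the larger numbers of transposase ORFs with higher expression in 5dNH4 and 3dN2 than in 3dNH4, and the few in the heat map group of 3dNH4, the paper proposes that transposase ORFs are relatively quiet in healthy growth and are transcribed in a burst under stress.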

Mutagenesis of genes involved in general metabolic pathways in *Escherichia coli *has been shown to promote earlier transposition of an IS5 family insertion sequence [29]. Media supplements to the mutated cells were shown to delay transposition events, thereby showing general starvation responses were likely involved in increased IS element activity [29].

The expression of *nif *cluster genes in the 5dNH4 sample suggests that the ammonium content of the medium was depleted, or nutrient deprived microsites had developed among the mycelia. One of the highly expressed non-ribosomal ORFs is the pyrophosphohydrolase gene *hisE *(Francci3_4317), suggesting that the amino acid histidine is in short supply. Additionally, a serine O-acetyltransferase was highly expressed in 5dNH4 cells, indicating activity in the cysteine synthesis pathway. 

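Francci3_4317, of 351 bp, had 149 RPKM in 3dNH4, 239.9 in 3dN2 and 1245 in 5dNH4. The ratio of 5dNH4 to 3dNH4 was 8.36 (95% interval 6.96 to 10.1, Kal's binomial z-test p = 2.93e-165), from 145 and 575 reads.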

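The files annotate 4 ORFs as serine or homoserine O-acetyltransferases. The highest in 5dNH4 was Francci3_3842 (bases 4602665 to 4603312), with 269 RPKM in 3dNH4, 424 in 3dN2 and 970.0 in 5dNH4 and a 5dNH4 to 3dNH4 ratio of 3.61 (95% interval 3.22 to 4.05, Kal's binomial z-test p = 3.33e-127). Francci3_2426 had a ratio of 1.71 (1.45 to 2.02), and Francci3_3942 was not different (ratio 0.970, Kal's binomial z-test p = 0.813).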

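Francci3_0472 had 110.1 RPKM in 3dNH4, 142 in 3dN2 and 185 in 5dNH4, and its 5dNH4 to 3dNH4 ratio was 1.68 (95% interval 1.41 to 2.01, Kal's binomial z-test p = 3.30e-09). Francci3_3920 had 138 RPKM in 3dNH4, 154 in 3dN2 and 125 in 5dNH4, and was not different between 5dNH4 and 3dNH4 (ratio 0.904, 0.752 to 1.08, Kal's binomial z-test p = 0.263). With median-of-ratios scaling Francci3_3920 was lower in 5dNH4 (log2 ratio −0.30).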

Higher expression of both *ppx/gppA *ORFs (Locus tags: Francci3_0472 and Francci3_3920) in the 5dNH4 sample suggests that the stringent response [30] is active in response to amino acid deprivation. Two ORFs annotated as (p)ppGpp synthetases (Locus tags: Francci3_1376 and Francci3_1377) were actually more highly expressed in 3dN2 and 3dNH4 cells than in 5dNH4 cells.

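Francci3_1376 (bases 1650989 to 1653577) had 314 RPKM in 3dNH4, 194 in 3dN2 and 203 in 5dNH4, and Francci3_1377 (bases 1653600 to 1655843) had 235 RPKM in 3dNH4, 222 in 3dN2 and 173 in 5dNH4. The 5dNH4 to 3dNH4 ratios were 0.648 (95% interval 0.594 to 0.706, Kal's binomial z-test p = 6.89e-24) and 0.737 (0.665 to 0.815, p = 2.36e-09). Against 3dN2, the 5dNH4 value of Francci3_1377 was lower (3dN2 to 5dNH4 ratio 1.28, Kal's binomial z-test p = 1.38e-06) and that of Francci3_1376 was not different (ratio 0.956, p = 0.324).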

Transcription of IS elements does not directly correlate to translation [31]. Many IS elements prevent their own transposition by requiring a -1 frame shift mutation in the transcript in order to express a functional transposase protein [32]. Since the specific methods of translational control used by *Frankia *IS elements are unknown, transcriptome data alone cannot be used as a proportional metric for transposition activity. On the other hand, recent proteomic studies on the CcI3 genome have confirmed that translation of many IS elements does occur *in vivo *and in symbiosis [16,33].

### RT-qPCR confirmation of transposase transcription

Duplicated copies of highly similar transposase ORFs presented a problem in the analysis of transcript sequence data. To compare transcription frequencies of duplicated ORFs in different culture conditions, we used RT-qPCR to amplify conserved regions of eight duplicated transposase ORF families using primers designed to amplify conserved regions in each group. The duplicates had greater than 98% nucleotide similarity with each other. The glutamine synthetase I (*glnA*) gene was used to normalize expression data as previously described [34]. We included a five-day old nitrogen fixing (5dN2) condition in our assay to better estimate transposase ORF expression in two older culture conditions (5dN2 and 5dNH4).

The results of the RT-qPCR assay confirmed the transcriptome sequence data (Figure 3). Comparing the five-day samples with three-day samples revealed an increase in transposase ORF transcription in older cultures in nearly all cases (Figure 3a). The only exception was in the case of the Tn3 family of transposases where transcription was predicted to be higher (fold change values less than one) at three days in both conditions. This may be due to transposition immunity described for other members of the Tn3 family [35]. Cross comparisons of NH4 and N2 samples revealed that nitrogen fixing cultures had more transposase transcripts from these duplicated families than from the ammonium cultures at both time points (Figures 3b and 3c). The most dramatic change in transcript quantity was found for the IS4 transposases' transcripts in the 5dN2 sample that were 7.4 fold higher than levels in the 3dNH4 sample. As the representative transposase ORFs chosen for the RT-qPCR analysis were families of duplicates, a direct comparison of RT-qPCR fold change to transcriptome RPKM values was difficult to make. Still, the results of this experiment confirm the general trend of transposase ORF transcription in *Frankia *sp. CcI3: older and nitrogen-deprived cultures had higher transcription of transposase ORFs.

**Figure 3:**
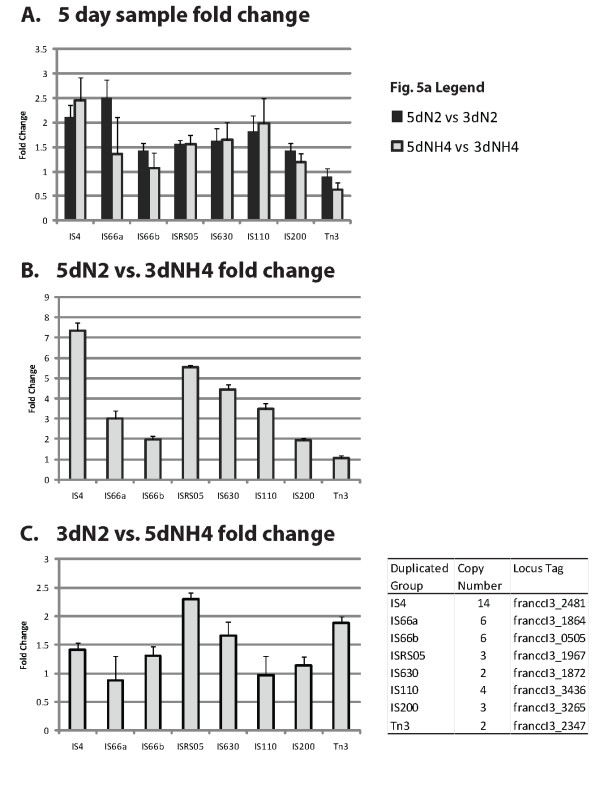
**Results of the RT-qPCR assay of highly duplicated transposase ORFs**. All values indicate relative fold increase of transcription between samples standardized against *glnA *transcript levels. Panel A - fold changes of transcripts between five day and three day time points of cultures grown on N2 (black bars) or NH4 (gray bars). Panel B: fold changes of 5dN2 vs 3dNH4. Panel C: fold changes of 3dN2 vs 5dNH4 transposase ORFs respectively. The table (inset) indicates the copy number of duplicated transposase ORFs within each IS group as well as the locus tag of one of the representative members of that group. Error bars indicate standard error of triplicate reactions over each histogram.

### Prophage and CRISPRs

ORFs with phage-related annotations were all more highly transcribed in the five-day sample with respect to both three-day samples (Table 4). 

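Of 26 ORFs in Table 4, 17 were higher in 5dNH4 than in 3dNH4, 6 were lower and 3 were not different. Between 3dN2 and 5dNH4, 12 were higher in 3dN2, 11 were higher in 5dNH4 and 3 were not different. The median log2 ratio of the 26 was 0.45 for 5dNH4 against 3dNH4 (above 98.0% of random lists of 26 ORFs), 0.54 for 3dN2 against 3dNH4 (above all of them) and 0.22 for 3dN2 against 5dNH4 (above 87.9%). Scaling by median of ratios gave 0.29 and 0.36 for the comparisons with 3dNH4.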

Several ORFs annotated as phage integrases were expressed more than two-fold in the 5dNH4 sample when compared to the 3dNH4 sample. 

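Apart from Francci3_4274, the phage integrases above 2-fold were Francci3_1870, with a ratio of 2.89 (95% interval 2.63 to 3.17, Kal's binomial z-test p = 5.52e-126), and Francci3_1144, with 2.57 (2.21 to 2.99, p = 1.98e-38). The lowest ratio among the 20 integrases was 0.499 (0.433 to 0.572, Kal's binomial z-test p = 2.12e-24) for Francci3_3390. No read was unique on Francci3_2147, Francci3_3350, Francci3_3388 and Francci3_3532, with ratios from 1.35 to 1.91.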

Comparisons of fold change among all three samples yielded many statistically insignificant differences as determined by a Kal's z-test suggesting that these ORFs are likely transcribed at similar rates regardless of culture conditions. 

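Among the 26 phage-related ORFs, those without a difference by Kal's z-test numbered 3 for 5dNH4 against 3dNH4, 1 for 3dN2 against 3dNH4 and 3 for 3dN2 against 5dNH4. In 3dN2, 22 were higher than in 3dNH4 and 3 were lower. With median-of-ratios scaling Francci3_2443 in 5dNH4, and Francci3_0407, Francci3_2344 and Francci3_2955 in 3dN2, were no longer different from 3dNH4, and on unique reads Francci3_3734 in 5dNH4 was not.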

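Francci3_0075, annotated as a phage SPO1 DNA polymerase-related protein, had 118 RPKM in 3dNH4, 135 in 3dN2 and 109.7 in 5dNH4. Kal's binomial z-test gave p = 0.535 for 5dNH4 against 3dNH4, p = 0.168 for 3dN2 against 3dNH4 and p = 0.0896 for 3dN2 against 5dNH4. Of the ORFs annotated as phage shock protein A, Francci3_2228 had 166 RPKM in 3dNH4, 228 in 3dN2 and 389 in 5dNH4 (5dNH4 to 3dNH4 ratio 2.34, 95% interval 2.02 to 2.71), and Francci3_3535 had 291 RPKM in 3dNH4, 149.8 in 3dN2 and 139 in 5dNH4 (ratio 0.478, 0.399 to 0.570). The 5dNH4 to 3dNH4 ratio was 1.48 (1.36 to 1.61) for pglY (Francci3_2954) and 1.39 (1.24 to 1.55) for pglZ (Francci3_2955).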

A phage SPO1 DNA polymerase-related protein (Francci3_0075) was constitutively expressed in all three samples, and four phage resistance ORFs were up-regulated in the 5dNH4 sample. The latter include members of the *pspA *and *pgl *(Phi C31) families of phage resistance genes. 

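The pglY ORF Francci3_2954 (bases 3497641 to 3501324) had 134 RPKM in 3dNH4, 176 in 3dN2 and 198 in 5dNH4, and pglZ, Francci3_2955 (bases 3501321 to 3504002), had 106 RPKM in 3dNH4, 124 in 3dN2 and 147 in 5dNH4. The ends of these ORFs overlap in the RefSeq annotation.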

Similar RPKM values between the two *pgl *ORFs in all three samples suggest that these ORFs are transcribed as an operon in CcI3.

**Table 4:** Fold changes of phage related ORFs^1^

Feature ID	Annotation	5dNH4 vs 3dNH4	3dN2 vs 3dNH4	3dN2 vs 5dNH4
Francci3_0075	phage SPO1 DNA polymerase-related protein	-1.02*	1.19*	1.21*
Francci3_0114	phage integrase	-1.10*	1.54	1.70
Francci3_0407	phage integrase	1.48	1.23	-1.20
Francci3_0878	phage integrase	1.05*	1.55	1.48
Francci3_1095	phage integrase	1.46	1.62	1.11
Francci3_1144	phage integrase	2.72	1.63	-1.67
Francci3_1203	phage integrase	1.39	1.66	1.20
Francci3_1870	phage integrase-like SAM-like	3.05	1.53	-2.00
Francci3_2053	phage integrase-like SAM-like	-1.32	1.83	2.43
Francci3_2147	phage integrase	1.92	1.52	-1.26
Francci3_2228	phage shock protein A, PspA	2.47	1.43	-1.73
Francci3_2304	phage integrase	1.60	-1.24*	-1.99
Francci3_2344	phage integrase	1.59	1.20*	-1.32
Francci3_2443	putative phage-related terminase large subunit	1.34	1.84	1.37
Francci3_2954	bacteriophage (phiC31) resistance gene PglY	1.57	1.38	-1.14*
Francci3_2955	bacteriophage (phiC31) resistance gene PglZ	1.47	1.22*	-1.21*
Francci3_3052	phage integrase	1.07*	1.43	1.34
Francci3_3350	phage integrase	1.42	1.74	1.22
Francci3_3388	phage integrase	1.55	1.84	1.19
Francci3_3390	phage integrase	1.89	-1.09*	1.73
Francci3_3532	phage integrase	2.02	1.48	-1.36
Francci3_3535	phage shock protein A, PspA	-1.98	-1.86	1.06*
Francci3_3583	phage integrase	-1.34	1.39	1.86
Francci3_3734	phage integrase-like SAM-like	1.34	1.62	1.21
Francci3_4274	phage integrase	4.52	1.60	-2.83
Francci3_4338	phage integrase	-1.36	1.69	2.30

^1^Fold changes calculated as quotients of RPKM values

*Insignificant p value as determined by Kal's ztest.

Negative values indicate a fold reduction of expression in the reference (later) condition.

CcI3 has four putative CRISPR arrays, two of which are located near clusters of CAS ORFs (data obtained from CRISPRFinder [36]). Three of the CRISPR arrays had high numbers of repeat copies (38, 15 and 20 spacers per array ordered with respect to the OriC) making alignment of ambiguous sequence reads difficult. Even the shorter 36 bp read lengths of the 5dNH4 sample could not be reliably mapped across the arrays using the CLC Genome Workshop alignment programs. As a result, few reads mapped to the array region of the CRISPR islands and numerous deletions were predicted (Additional Files 2 through 7). 

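All 9 CRISPR-associated (CAS) ORFs of Table 5 had reads in the 3 libraries. The fewest fell on Francci3_0024 (Cas2 family, 279 bp), with 131 in 3dNH4, 172 in 3dN2 and 68 in 5dNH4, and all of its reads were unique.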

The CAS ORF transcripts, by contrast, were detected in all three samples. Again, transcription was modestly higher in the 5dNH4 sample than in the 3dNH4 sample (Table 5). In this instance, the 3dN2 sample had nearly two fold higher expression of all CAS ORFs when compared with the 3dNH4 sample. 

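In 5dNH4, 6 of the 9 CAS ORFs were higher than in 3dNH4, 0 were lower and 3 were not different. Their median log2 ratio was 0.31, above 78.2% of random lists of 9 ORFs, and 0.15 with median-of-ratios scaling. The largest ratios were 2.83 (95% interval 2.60 to 3.08) for Francci3_0020, 2.64 (2.40 to 2.90) for Francci3_0021 and 1.86 (1.68 to 2.05) for Francci3_3345, and the lowest was 0.985 (0.839 to 1.15) for Francci3_3344.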

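In 3dN2 the ratios of the CAS ORFs to 3dNH4 ran from 1.23 (Francci3_3346) to 1.56 (Francci3_0020), and 8 of the 9 were higher by Kal's z-test. Francci3_0024 was not different (ratio 1.25, Kal's binomial z-test p = 0.0520). The median log2 ratio was 0.41, above 94.7% of random lists, and 0.23 with median-of-ratios scaling.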

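Between 3dN2 and 5dNH4, 3 CAS ORFs were higher in 3dN2, 3 were higher in 5dNH4 and 3 were not different, with a median log2 ratio of 0.11 (above 49.6% of random lists). Those higher in 5dNH4 were Francci3_0021 (3dN2 to 5dNH4 ratio 0.517), Francci3_0020 (0.551) and Francci3_3345 (0.702).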

Comparison of the 5dNH4 and 3dN2 samples revealed insignificant fold changes as determined by a Kal's ztest.

**Table 5:** Fold changes of CRISPR associated ORFs^1^

Feature ID	Annotation	5dNH4 vs 3dNH4	3dN2 vs 3dNH4	3dN2 vs 5dNH4
Francci3_0017	CRISPR-associated helicase Cas3, core	1.31	1.39	1.06*
Francci3_0020	CRISPR-associated protein, CT1975	2.99	1.63	-1.84
Francci3_0021	CRISPR-associated protein, CT1976	2.79	1.42	-1.96
Francci3_0023	CRISPR-associated protein Cas1	1.31	1.57	1.20
Francci3_0024	CRISPR-associated protein, Cas2	1.16	1.31	1.13*
Francci3_3341	CRISPR-associated helicase Cas3, core	1.29	1.35	1.05*
Francci3_3344	CRISPR-associated protein TM1801	1.04*	1.45	1.39
Francci3_3345	CRISPR-associated protein Cas4	1.97	1.36	-1.44
Francci3_3346	CRISPR-associated protein Cas1	1.14	1.29	1.13

^1^Fold changes calculated as quotients of RPKM values

*Insignificant p value as determined by Kal's ztest.

Negative values indicate a fold reduction of expression in the reference (later) condition.

### SNP detection

Given the base pair resolution of RNA sequencing, it is possible to identify single nucleotide polymorphisms (SNPs). Recent analysis of the bovine milk transcriptome revealed high fidelity of SNP calls derived from an RNA-seq experiment, though the authors caution that stringent criteria are necessary to reduce false positive calls [37]. Using similar filtering criteria, we identified 215 SNPs in the 5dNH4 sample, 365 SNPs in the 3dN2 sample and 350 SNPs in the 3dNH4 sample. Comparison of the SNP populations revealed that the 5dNH4 sample had substantially different SNP calls than the 3dN2 and 3dNH4 samples. Only 21 of the putative SNPs were found in all three samples (Table 6). Twelve of these common SNPs resulted in non-synonymous amino acid changes.

**Table 6:** Detected SNPs present in all three samples

Locus tag	Annotation	Position	**Reference**^**1**^	**Variants**^**2**^	Amino Acid Change
Francci3_0398	putative DNA-binding protein	452	G	G/A	Arg -> Gln
Francci3_1612	NLP/P60	356	G	G/A	Arg -> Gln
		375	A	A/C	Gln -> His
Francci3_1959	Transposase, IS110	1109	G	G/A	Gly -> Asp
Francci3_2025	Transposase, IS4	81	G	A/G	-
		91	C	C/T	Arg -> Cys
		119	T	T/C	Val -> Ala
Francci3_2063	hypothetical	310	A	A/C	Met -> Leu
		313	C	C/T	Pro -> Ser
		333	C	C/T	-
		353	A	A/G	Glu -> Gly
Francci3_3047	Radical SAM	93	G	G/C	-
Francci3_3251	putative signal transduction histidine kinase	293	T	C/T	Val -> Ala
Francci3_3418	SsgA	165	C	T/C	-
Francci3_4082	dnaE	3579	T	C/T	-
		3601	G	G/A	Glu -> Lys
Francci3_4107	Integrase	135	C	C/T	-
Francci3_4124	Recombinase	162	T	T/A	-
		168	C	T/C	-
Francci3_4157	Hypothetical	36	C	C/T	-
		49	A	A/G	Ser -> Gly

^1 ^The nucleotide present in the reference genome sequence of *Frankia *sp. CcI3.

^2 ^The predicted allelic variants for the reference position nucleotide. The most common polymorphic nucleotide is listed first in the proportion.

There are several possibilities that may explain the variance of SNP content between the 5dNH4 sample and the two three day samples. The age of the culture is a possible, yet unlikely, contributor to a significantly different SNP pattern. *Frankia *strains are maintained by bulk transfer of cells since derivation from single colonies is problematical due to the hyphal habit of growth. Thus, over time, SNPs likely arise spontaneously. Another possibility is that errors are incorporated into the mRNA-seq libraries resulting in false positive SNPs. The Superscript III^© ^reverse transcriptase used in the first strand cDNA synthesis was derived from a MML virus [38] and has an error rate of approximately 3.0 × 10^-5 ^errors per base [39]. Therefore, only SNPs detected in all three samples with high coverage and multiple variant copies were likely true positive SNPs.

## Conclusions

We deep-sequenced dscDNA libraries derived from three culture conditions of *Frankia *sp. CcI3. Overall gene expression varied more as a function of culture age than as a function of nitrogen deprivation, likely because the cell population has fewer actively growing cells at the fifth day of culture and those remaining are adapting to nutrient deprivation. In two limited nutrient environments, transposase ORFs were relatively more highly expressed than in younger ammonium grown cells. A RT-qPCR assay designed to quantify highly duplicated transposase ORFs supported the data from the mRNA-seq experiment. These results, in tandem with discovery of putative SNPs, suggests that the IS element laden CcI3 genome is in constant flux within the relatively mundane conditions of a culture flask.

## Methods

### Culture media and conditions

Frozen stocks of *Frankia *sp. strain CcI3, were suspended in duplicate in 200 ml of *Frankia *Defined Minimal media (FDM) containing 45 mM sodium pyruvate and 9.3 mM ammonium chloride in 500 ml flasks [40]. Cells were grown at 30°C for three or five days on FDM with or without (N_2 _fixing cells) ammonium. Nitrogen fixing cultures were prepared using a modified iron stock as previously described [24]. Given the difficulty in quantifying viable *Frankia *cells in culture, a total of three ml of gravity-settled cells were harvested per culture flask for RNA extraction.

### RNA extraction

*Frankia *cells were processed using a ZR Fungal/Bacterial RNA MiniPrep™ kit from Zymo Research^© ^(http://www.zymoresearch.com) using the manufacturer's recommendations. To completely remove genomic DNA (gDNA) contamination from the RNA extraction, we performed the in-column DNAse I optional step using Amplification grade DNAse I (Invitrogen™, http://www.invitrogen.com). DNAseI incubation times were extended to 30 minutes at 37°C in order to completely remove gDNA from the sample. A final elution volume of 15 μl of RNAse free water was used instead of the recommended 6 μl elution volume. Only RNA samples with a 260/280 nm wavelength ratio above 2.00 were used for library construction and RT-qPCR assays.

In order to enrich mRNA content for generating a cDNA library, we used the MICROBExpress™ Bacterial mRNA Enrichment Kit (Ambion Inc., http://www.ambion.com). The manufacturer's website specifies that the oligonucleotide sequence used by the kit should anneal to the 16S and 23S rRNA sequences of many eubacterial species including *Frankia *sp. Approximately 10 μg of *Frankia *total RNA in each condition was processed using the kit per the manufacturer's instructions. This procedure yielded 2 - 3.75 μg of RNA after depletion for each sample. Subsequent gel analysis and sequencing data revealed substantial 16S and 23S rRNA within the sample, suggesting only partial depletion of rRNA transcripts. Samples were nonetheless prepared using the depletion kit in order to minimize variability due to differential handling in the experiment.

### Complementary DNA library generation

One microgram of processed *Frankia *RNA was used in an Illumina mRNA-seq kit. The poly-dT pulldown of polyadenylated transcripts was omitted, and the protocol was followed beginning with the mRNA fragmentation step. A SuperscriptIII^© ^reverse transcriptase was used instead of the recommended SuperscriptII^© ^reverse transcriptase (Invitrogen™). This substitution was made in light of the higher G+C% of *Frankia *sp. transcripts (71% mol G+C) and the ability of the SuperscriptIII^© ^transcriptase to function at temperatures greater than 45°C. Because of this substitution, the first strand cDNA synthesis stage of the protocol could be conducted at 50°C instead of 42°C. Since a second-strand cDNA synthesis was performed, the cDNA library was agnostic with respect to the strandedness of the initial mRNA. The final library volumes were 30 μl at concentrations of 40 - 80 ng/μl as determined by Nanodrop spectrophotometer.

### Library clustering and Illumina platform sequencing

Prior to cluster generation, cDNA libraries were analyzed using an Agilent^© ^2100 Bioanalyzer (http://www.chem.agilent.com) to determine final fragment size and sample concentration. The peak fragment size was determined to be approximately 200 +/- 25 bp in length for each sample. Twenty nmoles of each cDNA library were prepared using a cluster generation kit provided by Illumina Inc. The single-read cluster generation protocol was followed. Final cluster concentrations were estimated at 100,000 clusters per tile for the five day sample and 250,000 clusters per tile for the two three day samples on each respective lane of the sequencing flow-cell.

An Illumina^® ^Genome Analyzer IIx™ was used in tandem with reagents from the SBS Sequencing kit v. 3 in order to sequence the cDNA clusters. A single end, 35 bp internal primer sequencing run was performed as per instructions provided by Illumina^®^. Raw sequence data was internally processed into FASTQ format files which were then assembled against the *Frankia *sp. CcI3 genome [Genbank: CP000249] using the CLC Genomics Workbench™ software package distributed by CLC Bio^©^.

*Frankia *sp. CcI3 has a several gene duplicates. This made the alignment of the short reads corresponding to the gene duplicates difficult. Reads could only be mapped to highly duplicated ORFs by setting alignment conditions to allow for 10 ambiguous map sites for each read. In the case of a best hit "tie," an ambiguous read was mapped to a duplicated location at random. Without this setting, more than 20 ORFs would not have been detected by the alignment program simply due to nucleotide sequence similarity.

To standardize gene expression calculations among different samples, the CLC Genomic Workbench software calculates an expression value termed "reads per kilobase million" (RPKM). This calculation incorporates variable gene length in the gene expression ratio, and the total number of reads obtained from a sequencing run [41]. The equation used to determine RPKM values is as follows:

$$RPKM=NumberofReads∕\left(Kilobaselengthofgene*Millionsofreadsindataset\right)$$

The RPKM value allows comparisons between datasets containing variable numbers of reads as well as expression of genes with varying lengths. Because of the disparate quantities of rRNA reads among the three samples, we removed all non-coding RNA (ncRNA) reads from the data set before calculating RPKM values. This ensures that the reads from the 5dNH4 sample, which had the lowest number of ncRNA reads, were not overrepresented. Comparisons of gene expression were tested using Kal's Z-test [25]. Heat maps were generated using the Cluster 3.0 command line program (http://bonsai.ims.u-tokyo.ac.jp/~mdehoon/software/cluster/software.htm). Datasets were normalized and median subtracted prior to map generation. Maps were viewed using Java Treeview [42].

Potential SNPs were filtered using the following criteria: (1) reads containing putative SNPs were discarded if they had an average quality score of less than 15; (2) the polymorphic base within the read had to have a quality score above 20; (3) at least 10× coverage of the SNP position was required; (4) the SNP had to be present in 25% of the reads at that location. Raw sequence reads and calculated RPKM values for each CcI3 ORF were uploaded to the Gene Expression Omnibus database at NCBI (http://www.ncbi.nlm.nih.gov/projects/geo) with the accession number GSE30680.

### RT-qPCR assays

The nucleotide sequences for the target transposase ORFs in *Frankia *strain CcI3 [genbank: CP000249] were retrieved from Genbank. Primers were designed using the Primer3 webtool (http://frodo.wi.mit.edu/primer3/) with settings to generate primers with a melting temperature of ~60°C. Due to the limitations of extension time in quantitative polymerase chain reactions (qPCR), primers were designed to amplify less than 200 bp of sequence when possible.

Stocks of *Frankia *sp. CcI3 cells were grown in four culture conditions that included two time points and two medium types. Three of the conditions mirrored those used in the mRNA-seq experiment (3dN2, 3dNH4 and 5dNH4). A fourth condition, consisting of cells grown in nitrogen fixing medium for five days (5dN2), was also used. Cells were harvested and RNA was purified in the same manner as used in the mRNA-seq experiment. Approximately one micro-gram of RNA from each sample was used in subsequent reverse transcriptase reactions. Complementary DNA was synthesized using the SuperscriptIII^© ^reverse transcriptase with gene specific primers (~100 nM final concentrations per reaction mix). Synthesis of the first strand was carried out at 55°C for 50 minutes with a five minute denature step at 80°C. RT reactions were diluted ten-fold with sterile water after denaturation.

All qPCR experiments were performed using the Bio-Rad™ SsoFast^© ^Evagreen qPCR 2X master mix. Reaction volumes were reduced to 12.5 μl. A Bio-Rad™ iQ5 real-time thermocycler was used to quantify reactions. Antibody denaturing of the SsoFast polymerase was performed at 95°C for 1.5 minutes immediately prior to any cycling step. This was followed by one 98°C denaturation for 2 minutes. Temperature cycling consisted of the following: 35 cycles of 98°C for 10 seconds then 55°C for 15 seconds and finally 65°C for 15 seconds. Melt curves (to determine if there were multiple PCR amplicons) were constructed by heating final amplified reactions from 65°C to 95°C for 10 seconds in single degree stepwise fashion. Primer efficiencies were calculated from readings derived from a standard curve of known DNA concentrations. Relative expression levels of target genes were calculated using the Pfaffl standardization as previously described [34]. The glutamine synthetase I gene (*glnA*) was used as a reference gene to standardize relative expression in the four samples.

## Authors' contributions

DMB created the RNA-seq libraries. DMB and DRB planned the experiments, analyzed the data and wrote the manuscript. Both authors have read and approved of the final manuscript

## Supplementary Material

Additional file 1 **Gene lists for heatmap clusters**. List of ORFs segregated as clusters from the heat map figure (Figure 1). Click here for file

Additional file 2 **3dN2 sample dataset statistics**. Tabular output of CLC Genome Workbench software for the 3dN2 sample. Click here for file

Additional file 3 **3dNH4 sample dataset statistics**. Tabular output of CLC Genome Workbench software for the 3dNH4 sample. Click here for file

Additional file 4 **5dNH4 sample dataset statistics**. Tabular output of CLC Genome Workbench software for the 5dNH4 sample. Click here for file

Additional file 5 **Pairwise comparison of three day samples**. Comparison of RPKM values from the 3dNH4 and 3dN2 samples for annotated *Frankia *sp. strain CcI3 ORFs. Click here for file

Additional file 6 **Pairwise comparison of 3dN2 with 5dNH4**. Comparison of RPKM values from the 5dNH4 and 3dN2 samples for annotated *Frankia *sp. strain CcI3 ORFs. Click here for file

Additional file 7 **Pairwise comparison of the two NH4 grown cells**. Comparison of RPKM values from the 3dNH4 and 5dNH4 samples for annotated *Frankia *sp. strain CcI3 ORFs. Click here for file

Additional file 8 **SNP calling and filtering datasets**. Excel worksheets containing raw SNP calling data from all three RNA-seq experiments. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

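RNA from 3 cultures of Frankia sp. strain CcI3 was sequenced by the authors, with 1 library each for 3dNH4 (3 days, 9.3 mM ammonium chloride), 3dN2 (3 days, without ammonium chloride) and 5dNH4 (5 days, 9.3 mM ammonium chloride). The condition of each library was taken from its sample label and the paper's methods. No condition has a replicate.

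The authors depleted rRNA, prepared double-stranded cDNA without keeping strand information, sequenced it on an Illumina GA IIx and mapped the reads with CLC Genomics Workbench, whose version is not given in the sources used here. Reads with up to 10 map sites were kept and equal matches were placed at random, and reads of non-coding RNA were set aside before expression was computed. The deposited read counts are whole numbers per coding ORF and are not normalized, 1 count of total reads and 1 of unique reads. The deposited RPKM values are the authors' reads per kilobase of ORF, scaled to the library's coding reads, and they were recomputed from the counts to within 1.73e-06. Since ambiguous reads were placed at random, the total reads and RPKM of near-identical ORFs depend on that placement, and since the strand was not kept, reads of antisense transcripts count for the ORF they overlap.

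Each file holds 4499 coding ORFs. In the files 33 locus tags stood on more than 1 line and 6 lines had none. A hypothetical protein's tag was taken from its own name, 27 other lines received the unused neighbouring tag whose RefSeq length equals theirs, and 2 lines kept no tag of their own. Of the ORFs, 4230 were found in the RefSeq table of assembly ASM1334v1, 627 with a gene symbol, and coordinates are given only for the 3134 whose coding length in that table equals the length in the files. The positions in the authors' own comparison tables were checked against the same assembly, and all 1273 entries of equal length had both ends equal.

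Total reads on coding ORFs were 2774267 in 3dNH4, 2909184 in 3dN2 and 1315732 in 5dNH4. RPKM ratios were given exact conditional binomial intervals at the 95% level, and shares of reads exact Clopper-Pearson intervals, and both cover counting error only. The 8 IS4 transposases without reads were given no counting limit, since the paper states that their reads were discarded as having too many map sites. The main test was Kal's z-test, the test the paper names, run here on total reads, two-sided, with an unadjusted threshold of 0.05, for the 3 pairs of libraries. The authors' own comparison tables, Additional files 5 to 7, were used here in copies that hold the first 1808, 1806 and 1804 lines. Their test statistic equalled Kal's statistic on RPKM shares within 0.01 on 1805 of 1805, 1803 of 1803 and 1801 of 1801 lines, and Kal's statistic on reads on 10, 18 and 14 lines.

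A list of ORFs was described by its median log2 RPKM ratio, by the spread of that median over 1000 resamples of the counts, and by its percentile among 10000 random lists of the same size, matched on mean RPKM in 20 bins. No p-value was computed across ORFs, which are not replicates. Distances between libraries used log2(RPKM + 1). ORFs named in the text are those the paper names in its text and tables, the 10 with the highest RPKM in each library, and, for each comparison, the 3 largest increases and decreases among ORFs with at least 100 reads in the pair. The paper's table values had been seen when that rule was written. Other ORFs are marked as chosen after their values were seen, apart from members of families listed by annotation.

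The alternatives tried were median-of-ratios scaling, unique reads, the z-test on RPKM shares, Benjamini-Hochberg adjustment, a change of at least 1.5-fold, a minimum of 50 reads, thinning of every library to the depth of 5dNH4, pseudocounts of 0.1 and 10, rank correlation and Euclidean distance, RPKM without logs, ORFs of at least 300 bp, and a wider definition of transposases (147 in place of 145 ORFs). Since the z-test is a normal approximation, a two-sided exact conditional binomial test on total reads was added after the data were seen. The z-test was tested on data simulated with counting error only, with 200 of 4499 ORFs changed. The changed ORFs were drawn from those with at least 100 reads in the pair. For 5dNH4 against 3dNH4 it recovered 94.0% of the changes of 1.5-fold and 100.0% of those of 2-fold. For 3dN2 against 3dNH4, over the same number of ORFs, it recovered 97.0% of the changes of 1.5-fold. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

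The RT-qPCR measurements, tRNAs, pseudogenes, deletion windows and CRISPR arrays of the paper were not analysed here, since the expression files used hold coding ORFs only. The authors' list of single nucleotide polymorphisms, Additional file 8, was not analysed here either, since it holds variant calls and no expression values.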

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

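Of the tests in this part, the ratios of unique reads and the counting intervals were chosen only after the result was seen, while the test on short ORFs was planned before. The ORFs themselves were also chosen after their values were seen, as the 3 largest increases in each comparison with 3dNH4 among ORFs with at least 100 reads in the pair that the paper does not name.

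In 5dNH4 the largest such increases were in Francci3_1899 (RPKM ratio to 3dNH4 of 12.6, 95% interval 10.1 to 15.7), Francci3_0953 (9.18, 7.07 to 12.1) and Francci3_3224 (8.57, 5.71 to 13.2). Their reads went from 97 to 578, from 71 to 309 and from 30 to 122. Counting error is argued against by the lowest lower end of these intervals, 5.71. Random placement of ambiguous reads does not apply to Francci3_0953, whose reads were all unique. For the other 2 it is argued against by the smaller ratio on unique reads, 9.67 for Francci3_1899 with a lower end of 5.37, although only 11.1% of its reads in 5dNH4 were unique. A loss of the longer 3-day reads at the ends of short ORFs would raise short ORFs as a class, and the 50 ORFs under 200 bp had a median ratio of 1.15. The ORFs on either side had ratios of 1.05 and 1.71 for Francci3_1899, 0.858 and 1.49 for Francci3_0953, and 1.26 and 1.15 for Francci3_3224. In 3dN2 the ratios to 3dNH4 were 0.885, 4.12 and 1.53 in the same order, so a part of the increase of Francci3_0953 arose without a change in read length or age. For the rest, the separate run and the shorter reads of 5dNH4 stay open, as does culture age, which was not tested apart from them.

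In 3dN2 the largest increases that the paper does not name were in Francci3_0137 (ratio 5.21, 95% interval 3.35 to 8.41), Francci3_3235 (4.45, 3.82 to 5.2) and Francci3_3267 (4.21, 3.22 to 5.56). Their reads went from 24 to 131, from 203 to 947 and from 68 to 300. The lowest lower end of the intervals, 3.22, argues against counting error. Random placement does not apply to Francci3_0137 and Francci3_3235, whose reads were all unique. For Francci3_3267 the ratio on unique reads, 4.35 with a lower end of 1.43, argues against it, but rests on few reads, since 6.00% of its reads in 3dN2 were unique. The ORFs on either side had ratios of 2.5 and 1.54 for Francci3_0137, 1.02 and 0.495 for Francci3_3235, and 1.28 and 1.40 for Francci3_3267. All 3 were also higher than 3dNH4 in 5dNH4, which had the ammonium and the iron stock of 3dNH4, with ratios of 6.59, 3.39 and 4.81, so the increases are not specific to 3dN2, and both comparisons share the 3dNH4 library. A difference of the single 3dNH4 culture from both others stays open, as do nitrogen source and metal supply, which changed together.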

How the results depend on the processing

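Every alternative was set before the data were examined, apart from the exact conditional binomial test, which was chosen after seeing the data. Of 261 alternative values for 50 summary results, 208 were the same, 52 moved and 1 reversed. A count within 1.5 times the main one was taken as the same, as was another value within the main one's 95% counting range. Same is thus not unchanged: 1981 ORFs higher in 5dNH4 than in 3dNH4 became 1600 with median-of-ratios scaling. Of 819 for 95 named ORFs, 785 were the same, 17 lost the threshold, 6 gained it, 9 moved and 2 reversed. For these, the same meant an equal direction and an equal side of the threshold. Benjamini-Hochberg adjustment, the z-test on RPKM shares and the exact test changed none of the 12 counts of higher and lower ORFs by more than 1.5 times. The exact test gave the call of the z-test for 4460, 4474 and 4457 of 4491 ORFs in 5dNH4 against 3dNH4, 3dN2 against 3dNH4 and 3dN2 against 5dNH4, and for every transposase and named ORF.

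No paired analysis was possible because each condition has 1 library.

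A minimum change of 1.5-fold left 1128 ORFs higher and 757 lower in 5dNH4 against 3dNH4, 677 and 427 in 3dN2 against 3dNH4, and 746 and 610 in 3dN2 against 5dNH4. Transposases were then 17 lower in 5dNH4 against 3dNH4, 34 higher and 1 lower in 3dN2 against 3dNH4, and 35 higher and 23 lower in 3dN2 against 5dNH4. The threshold itself removes these calls.

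Scaling by median of ratios gave 1416 ORFs higher and 1408 lower in 3dN2 against 3dNH4 (2241 and 925 unscaled), with 13 transposases lower, and classed 330 ORFs as lowest in 3dN2 and 576 as lowest in 3dNH4. The log2 ratios of the transposase sums to 3dNH4 became 0.20 in 5dNH4 and 0.24 in 3dN2. Median log2 ratios in 5dNH4 and 3dN2 became 0.38 and 0.73 for nif ORFs, 0.29 and 0.36 for phage-related ORFs, 0.15 and 0.23 for CAS ORFs, and 0.13 and 0.20 for transposases. In 3dN2 they became −1.18 for ribosomal proteins, −0.23 for glycolytic ORFs and, reversed, −0.018 for excisionases. The scaling subtracts about the all-ORF median from every ratio, which is the cause of these moves by construction. Relative to the all-ORF median, no list median changed with the scaling.

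On unique reads the transposases were 28 higher in 5dNH4 against 3dNH4, and 61 higher and 3 lower in 3dN2 against 3dNH4. In 3dN2 against 5dNH4 they were 44 higher and 13 lower. Calls opposite to total reads numbered 7 in 5dNH4 against 3dNH4 and 8 in 3dN2 against 5dNH4. The transposase median log2 ratios became 0.067, 0.54 and 0.51 in the same order of comparisons, and the sums 0.27 and 0.50 against 3dNH4. Fewer ORFs were tested (78 in place of 137), and on transposases the shorter reads of 5dNH4 were less often unique, which bears on the comparisons with that library. A pseudocount of 10 moved the 3dN2 median of transposases to 0.35, and the median over ORFs in place of the sum gave 0.24 in 5dNH4 and 0.46 in 3dN2. For these, the cause was not tested.

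The ratios of the distances of 3dNH4 and 3dN2 from 5dNH4 to the distance between the 3-day libraries (2.71 and 1.90) stayed above 1 in each setting. They were 1.60 and 1.21 by Euclidean distance, 2.43 and 1.84 by rank correlation, 2.72 and 1.93 with a pseudocount of 10, 2.71 and 1.96 with at least 50 reads in every library, and 3.34 and 2.41 without logs. A pseudocount of 0.1 gave 2.70 for the first, and thinning gave 1.84 for the second. The cause was not tested.

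Of the named ORFs, Francci3_1864 reversed in 5dNH4 against 3dNH4, to −0.0050 with scaling and −1.73 on unique reads.

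Depth limits 5dNH4 most, where 261 ORFs had fewer than 50 reads.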

Differences from the paper's values

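In this part the median over transposases with only unique reads was chosen after the result was seen.

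Of the transposase reads in Table 1, the paper's value for 5dNH4 is 24528, and the total reads here sum to 45126. The alternative set before the data were examined, unique reads, gave 16221, which also differs by more than 1.5 times, and no alternative came within that factor. For 3dNH4 and 3dN2 the values on total reads lay within that factor of the paper's.

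The fold values of Tables 3 to 5 match quotients of each ORF's share of the summed RPKM, with quotients below 1 written as the negative inverse in Tables 4 and 5 and as the inverse minus 1 for the 7 such values of Table 3, within 0.015 for 48 of 48 values in Table 3, 77 of 78 in Table 4 and 27 of 27 in Table 5. On that scale the paper's value for Francci3_3390 in 5dNH4 against 3dNH4 is 1.89, and the value here is −1.89. Median-of-ratios scaling (−2.23) and unique reads (−2.00) also gave the opposite sign, and none of the alternatives set before the data were examined gave the paper's.

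Several statements of the paper differ from the values here. From its Figure 2 the paper ranks transposase expression in older cells above that in N2-fixing cells. Its own RPKM sums run the other way, as here, with 36150.6 in 3dN2 and 34350.6 in 5dNH4. In its RT-qPCR assay of duplicated families, the paper gives N2-fixing cultures more transposase transcripts than ammonium cultures at both ages. The median log2 ratio of 3dN2 to 5dNH4 here was 0.17. On unique reads it was 0.51, a value that read length can affect, since unique reads were 38.6% of the reads on transposases in 3dN2 and 35.9% in 5dNH4, whose reads are shorter. Over the 32 transposases with only unique reads it was 0.15 (−0.13 to 0.46 over resampled ORFs), so that these alone give no order. With a minimum change of 1.5-fold only the count of increases over 3dNH4 had the paper's order, with 48 transposases in 5dNH4 and 34 in 3dN2. At that setting 17 were lower than in 3dNH4 in 5dNH4 and 1 in 3dN2. Compared directly at that setting, the order was the reverse, with 35 transposases higher in 3dN2 and 23 higher in 5dNH4.

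In its text the paper has every phage-related ORF higher in the 5-day sample than in both others. Its own Table 4 prints folds in both directions. By tally 17 of 26 were higher than in 3dNH4 and 6 lower, and 11 were higher than in 3dN2 and 12 lower. The paper describes many phage-related comparisons as not significant, and the z-test on reads left 3, 1 and 3 of 26 not different. On RPKM shares 15 of the 78 comparisons in Table 4 were not different, among them all 13 that the paper marks, and 5 of the 27 in Table 5, among them all 4 marked.

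In its text the paper puts the CAS ORFs in 3dN2 at close to double their 3dNH4 level. Its own Table 5 prints lower folds, and the ratios here ran from 1.23 to 1.56. The text of the paper calls the comparison of 3dN2 and 5dNH4 not significant, while its Table 5 marks only some of these folds so. Here 3 ORFs were higher, 3 lower and 3 not different.

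All excisionases are placed in Group III by the paper, and 4 of 7 were matched to it, with 1 in Group I and 2 in Group V. It puts most glycolytic enzymes in Group V, and 7 of 16 were matched there, more than in any other group. Group II is given as holding the most phage integrases, and Group III held as many, 8 each. The heat map is described on a log scale, and its listed values match RPKM without logs for 4466 of 4493 lines and log2 RPKM for 66.

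Francci3_3920 is stated to be higher in 5dNH4, and its ratio to 3dNH4 was 0.904 (p = 0.263 by Kal's binomial z-test), while that of Francci3_0472, named with it, was 1.68. The paper gives (p)ppGpp synthetase ORFs as higher in 3dN2 than in 5dNH4, which held for Francci3_1377 and not for Francci3_1376 (p = 0.324 by Kal's binomial z-test). Francci3_1726 lies at 2.06 Mb in RefSeq assembly ASM1334v1, about a megabase from the place the paper gives.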

Other observations

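In this part the tests of depth and of the separate run on the distances, of counting error and of a chromosome-wide trend between adjacent ORFs, of abundant ORFs on the range in 5dNH4, of a background of DNA reads, of scaling and level for the transposases, and of IS66 placement were chosen only after the result was seen, and the others were planned before.

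The 5dNH4 library lay farther from both 3-day libraries than these lay from each other. Lower depth does not account for it, since with every library thinned to the reads of 5dNH4 the smaller ratio of distances was still 1.84. Random placement of ambiguous reads is argued against by a ratio of 1.93 over the 4098 ORFs with only unique reads, and a loss of longer reads at ORF ends by a ratio of 1.80 over the 774 ORFs of at least 1500 bp. The 5dNH4 library is also the only one with reads of 34 nucleotides, so a separate run with shorter reads and the culture age cannot be told apart, because no library of 1 age was sequenced in the manner of the other.

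RPKM values spanned a wider range in 3dNH4 than in the other libraries, with an SD of log2 RPKM of 0.916 in 3dNH4, 0.729 in 3dN2 and 0.803 in 5dNH4. Without the 219 ORFs of any list of 100, which left 4271 of 4490, the SD in 3dNH4 was still higher than in 3dN2 by 0.132 (0.186 with them). The difference from 5dNH4 fell from 0.113 to 0.0411 (0.0156 to 0.0675 over resampled ORFs). These 219 abundant ORFs thus account for much of the wider range against 5dNH4 and were not the whole cause for either library. Thinning raised the SD in 3dNH4 by 0.00698, which argues against counting error. An even background of DNA reads large enough to give the narrower range would leave no ORF below a floor, and at least 12.4% of ORFs lay below it, so it was not the whole cause, while a smaller background stays open. The change of an ORF fell with its level in 3dNH4 (Spearman correlation across ORFs, which are not independent replicates, −0.479 in 5dNH4 and −0.472 in 3dN2). With the level and the change taken from separate random parts of the 3dNH4 reads, it was −0.467 and −0.443. These values alone do not show a narrower range, since a change falls with its own baseline wherever libraries of similar range correlate imperfectly. The separate parts remove shared counting error only. Physiological differences between the cultures were not tested.

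The ratios of 3dN2 to 5dNH4 were shared between adjacent ORFs less than the ratios to 3dNH4. Among thinned ORFs with at least 100 reads in every library, r between neighbours was 0.0777 for 3dN2 against 5dNH4 and 0.401 for 3dN2 against 3dNH4, which argues against counting error. For ORFs at most 20 nucleotides apart, r was 0.0595 and 0.644, with 0.398 for 5dNH4 against 3dNH4, so neighbours in different transcription units were not the cause. These are correlations across ORFs, which are not independent replicates. A broad trend along the chromosome as the whole cause is argued against by neighbours over 200 nucleotides apart, whose r for 3dN2 against 3dNH4 was 0.233 (0.185 to 0.275 over resampled pairs) where neighbours at most 20 nucleotides apart had 0.598 to 0.685. For 5dNH4 against 3dNH4, r over 200 nucleotides was 0.140. A smaller trend stays open, since r at that distance was above 0. One hypothesis is that the 3dNH4 library differs from the others in changes shared within operons, which was found and tested on the same libraries.

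Transposases were higher in 3dN2 than in 3dNH4 by 0.18 on the log2 scale relative to all ORFs, which argues against library scaling. The 32 transposases with only unique reads were higher than all such ORFs by 0.31 (0.14 to 0.37 over resampled ORFs), which argues against random placement, and the median was above 100.0% of random lists of the same level, which argues against a low level under a narrower range. With these technical explanations argued against, higher transcription of transposases in the N2-fixing culture may be considered as a hypothesis, found and tested on the same libraries, with nitrogen source, metal supply and differences between single cultures not separated.

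In 5dNH4 the transposases were higher relative to all ORFs by 0.13 on total reads and lower by this measure on unique reads (−0.08 over 78 ORFs), so that scaling cannot be told apart from a change, since the direction depends on which reads are counted and on transposases the shorter reads of 5dNH4 were less often unique. The 32 with only unique reads gave 0.15 with a range of −0.09 to 0.45, so that random placement cannot be told apart from a change with 32 ORFs. The median was above 93.3% of random lists of the same level, so some lists of that level reached it and variation between lists stays open. The level itself was near the middle of the library. In 3dNH4, 51.8% of the 137 transposases with reads, and 49.0% of all 145, lay above the library's median RPKM. That argues against a low level under a narrower range as the cause.

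The 5 IS66 paralogs of Francci3_1864 rose 4.52-fold to 5.44-fold in 5dNH4, while the 6 ORFs together rose 1.31-fold. The larger ratios are consistent with another placement of shared reads between the libraries, since none of the 5 had a unique read.

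Hypothetical ORFs had a median log2 ratio of 5dNH4 to 3dNH4 of 0.25, and other ORFs 0.10. The hypothetical median was the higher in 10 of 10 equal classes of ORF length, which argues against their shorter length, and it was above 100.0% of 1000 random lists of the same level, which argues against a low level under a narrower range. In 3dN2, read at the length of 3dNH4 and grown as long, the medians against 3dNH4 were 0.24 and 0.19, with the hypothetical one again the higher in 10 of 10 classes and above 100.0% of random lists, so a smaller difference arose without a change in read length or age. For the rest, the separate run and the shorter reads stay open beside culture age, which no library separates.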
